# EGR1 recruits TET1 to shape the brain methylome during development and upon neuronal activity

**DOI:** 10.1038/s41467-019-11905-3

**Published:** 2019-08-29

**Authors:** Zhixiong Sun, Xiguang Xu, Jianlin He, Alexander Murray, Ming-an Sun, Xiaoran Wei, Xia Wang, Emmarose McCoig, Evan Xie, Xi Jiang, Liwu Li, Jinsong Zhu, Jianjun Chen, Alexei Morozov, Alicia M. Pickrell, Michelle H. Theus, Hehuang Xie

**Keywords:** Neuroscience, Epigenetics in the nervous system, Epigenetics and plasticity

## Abstract

Life experience can leave lasting marks, such as epigenetic changes, in the brain. How life experience is translated into storable epigenetic information remains largely unknown. With unbiased data-driven approaches, we predicted that *Egr1*, a transcription factor important for memory formation, plays an essential role in brain epigenetic programming. We performed EGR1 ChIP-seq and validated thousands of EGR1 binding sites with methylation patterns established during postnatal brain development. More specifically, these EGR1 binding sites become hypomethylated in mature neurons but remain heavily methylated in glia. We further demonstrated that EGR1 recruits a DNA demethylase TET1 to remove the methylation marks and activate downstream genes. The frontal cortices from the knockout mice lacking *Egr1* or *Tet1* share strikingly similar profiles in both gene expression and DNA methylation. In summary, our study reveals EGR1 programs the brain methylome together with TET1 providing new insight into how life experience may shape the brain methylome.

## Abstract (web summary)

It is unclear why neuronal activity induced methylation changes are limited to specific loci in the genome. Here, authors show that the DNA demethylation enzyme, TET1, gains its specificity via the interaction with EGR1, a sequence specific DNA binding protein.

## Introduction

It has been well acknowledged that early postnatal experience is critical for brain development and may induce long-lasting epigenetic changes in postmitotic neurons^1,2^. Growing evidence indicates that learning and memory are highly dependent on the function of epigenetic machinery such as DNA methyltransferases (DNMTs)^3–5^ and DNA demethylases^6–9^, the Ten-Eleven Translocation (Tet) proteins including TET1, TET2, and TET3. Double knockout of *Dnmt1 *and *Dnmt3a* leads to abnormal gene expression contributing to synaptic plasticity and learning and memory deficits^3^. Genetic deletion or knock-down of each TET enzyme results in a unique set of phenotypes^10,11^. *Tet1* is involved in neural progenitor cell proliferation^12^ and neuronal activity-induced active DNA demethylation in the dentate gyrus of the adult mouse brain^13^. *Tet1* knockout mice exhibited impaired hippocampal neurogenesis, significant deficiency in short-term memory retention^12^, abnormal long-term depression and impaired memory extinction^9^. The deletion of *Tet3* leads to neonatal lethality^14^ and neural progenitor cells induced from *Tet3* knockout ES cells undergo apoptosis rapidly with reduced terminal differentiation of neurons^15^. Significant impairment in fear extinction memory was observed in mice with *Tet3* knockdown via shRNA^16^. Although little is known about the role of *Tet2* in neuronal differentiation or function, *Tet2* knockout mice show abnormal hyper-methylation in the frontal cortex^17^. Despite the known needs of DNMTs and TETs for learning and memory, how these enzymes are directed to specific genomic loci in neurons remain elusive.

Neuronal activity-induced DNA methylation changes may occur within hours after electroconvulsive stimulation^18^. This suggests that neurons can react to environmental stimuli and guide the epigenetic machinery to desired genomic loci swiftly. As an immediate early gene, *Egr1* (*Egr1* in mice, *EGR1* in humans, also known as* Zif268*, *Krox-24*, and *NGFI-A*) can be rapidly and transiently induced by neuronal activity^19,20^. *Egr1* is a critical transcriptional regulator involved in brain development, learning, and long-term neuronal plasticity^21–24^. With a rapid increase in expression during the first few weeks after birth, *Egr1* controls the selection, maturation and functional integration of newborn neurons^21^. A seminal study has established a link between maternal care and methylation programming during early postnatal brain development, and *Egr1* was proposed to be an epigenetic regulator of glucocorticoid receptor^1^. More interestingly, EGR1 has a binding motif containing CpG dinucleotides (5′- GCGTGGGCG-3′)^25^ and the binding of EGR1 to target DNA is insensitive to methylation^26,27^. However, whether EGR1 can direct epigenetic machinery to its target sites upon neuronal activation is unknown.

Recently, we have implemented a nonparametric Bayesian clustering approach^28^ to identify genomic loci with bipolar DNA methylation patterns: the presence of both hypo-methylated and hyper-methylated patterns within a mixed cell population. In other words, for sequence reads mapped to a bipolar methylated locus, some of them are completely methylated while others could be completely unmethylated. With this approach, we observed the number of bipolar methylated loci increased dramatically during early stages of brain development and brain bipolar methylated loci were enriched for GWAS variants associated with neurological disorder-related diseases/traits^29^. Interestingly, genes associated with brain bipolar methylated loci are involved in neuronal differentiation, cell migration and cell morphogenesis. In this study, we explored the epigenetic regulatory mechanism underlying the birth of bipolar methylated loci and identified EGR1 as a key mediator involved in brain epigenome programming during postnatal development. Our study provides the first compelling data demonstrating EGR1 recruits TET1 to demethylate EGR1 binding sites. Our results implicate the interaction between transcription factors (TFs) and epigenetic machinery as a general mechanism to achieve locus-specific epigenetic regulation upon neuronal activation.

## Results

### EGR1 peaks lose methylation during brain development

To explore epigenetic regulatory mechanisms during brain development, we followed our previous approach^29^ (see “Methods” for details) to re-analyze methylomes for frontal cortices at different developmental stages and identified a total of 11,178 (human) and 4692 (mouse) bipolar methylated loci within 10 kb upstream and downstream from transcription start sites (TSSs). For these bipolar methylated loci, we determined the methylation correlations between all possible pairs (Supplementary Fig. 1a and 1d) and identified five major co-methylated modules showing distinct methylation profiles during brain development and neural cell specification (Supplementary Fig. 1b and 1e). For instance, in mouse frontal cortices, the bipolar methylated loci in module I and II were hypomethylated in neurons. In contrast, the bipolar methylated loci in module III and IV were found to be hypomethylated in non-neuronal cells, while the bipolar methylated loci in module V tended to show age-related methylation. Using HOMER^30^, we determined the motifs for TFs enriched in each co-methylated module (Supplementary Fig. 1c, 1f and Supplementary Data 1) and identified *Egr1* is associated with module I, the largest module for both human and mouse. More interestingly, the CpG dinucleotides within the EGR1 binding motifs are gradually demethylated during postnatal brain development and the methylation losses are limited in neurons (Supplementary Fig. 2).

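EGR1 ChIP-seq, in which an antibody against EGR1 pulls down the DNA bound by this transcription factor for sequencing, was performed on frontal cortices of male mice at 6 weeks, with 4 to 5 mice pooled for each of the 2 ChIP experiments. The authors trimmed the 100-bp paired-end reads, mapped them to the mouse genome build mm10 with Bowtie and called peaks in each replicate with SPP. They then compared the replicates by the irreproducible discovery rate (IDR), which is low when a peak ranks high and alike in both. The peaks with an IDR of 2% or less were kept. The deposited peak list merges both replicates and holds the chromosome, start, end and IDR of each peak. It has no read counts, so the depth per peak is unknown, and no single-replicate values, so the spread between replicates could not be computed. No processed file of the input DNA was in the files analysed here. The list held 12014 peaks, of which 11938 lay on assembled chromosomes and 76 on unplaced or unlocalized scaffolds. Peaks were 62 to 552 bp wide, with a mean width of 241.4 ± 42.9 bp (SD over peaks) and a median of 250 bp, and together covered 2.90 Mb. The median IDR was 0.000321, with quartiles of 2.15e-06 and 0.00388, and 59.6% of the peaks had an IDR of 0.001 or less. Chromosome 11 held the most peaks (994, or 8.14 per Mb), chromosome X held 164 (0.96 per Mb) and chromosome Y held 0. Merging overlapping or touching intervals left 12014 peaks, and keeping only the autosomes and X left 11938. Positions were read as in BED files and are given here counted from 1 on mm10, with genes, exons, introns and transcription start sites (TSSs) from GENCODE release M21.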

To validate such a computational prediction, we performed ChIP-seq for EGR1 in duplicate with mouse frontal cortices at 6 weeks and identified 12,014 high-confidence peaks (Supplementary Fig. 3). 

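The paper's ChIP-qPCR primers were placed on mm10, where each of the 13 pairs had a single match. The paper shows EGR1 ChIP-qPCR for fewer regions than this, so not every pair need be an EGR1 locus. The amplicons of 6 genes, with the positive control Arc counted, overlapped an EGR1 peak, among them the following. The Arc amplicon, in the 5′UTR, lies on chromosome 15 from 74672508 to 74672602, and its peak runs from 74672547 to 74672768 with an IDR of 2.63e-07. The Npas4 promoter amplicon lies on chromosome 19 from 4990055 to 4990135, in a peak with an IDR of 6.17e-06. The intronic Galnt9 amplicon, on chromosome 5 from 110562903 to 110562997, lies in a peak with an IDR of 6.95e-05. The Arpp21 promoter amplicon, on chromosome 9 from 112187859 to 112187943, has an IDR of 0.00041, and the Cass4 promoter amplicon, on chromosome 2 from 172392401 to 172392502, has the highest IDR of the 6, 0.0154. The Synpo amplicon ended 40 bp and the Sstr3 amplicon 126 bp from the nearest peak. The amplicons of Erc2, Ppp1r9a, Grm7 and Slc14a2 were far from any peak, at 28596, 70046, 101087 and 233473 bp. The nearest peak to the Gcg amplicon, the negative control, was 182007 bp away. Counting peaks within 500 bp of an amplicon gave 8 genes, whereas the 50% of peaks with the lowest IDR left 4. The IDR values belong to peaks merged over the 2 replicates and have no error of their own.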

Independent ChIP-qPCR assays were performed for six loci to confirm the significant enrichment of EGR1 binding in peaks identified (Supplementary Fig. 4a). 

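The sequence of each of the 11938 EGR1 peaks on assembled chromosomes was read from mm10 and searched on both strands for GCGKGGGCG, where K is G or T as in the logo of Fig. 1a. The motif was present in 1987 peaks, or 16.6% (95% Wilson interval 16.0 to 17.3%). In a shuffle of each peak sequence that kept its dinucleotide counts, 1.9% held the motif. The motif was in the peak but not its shuffle 1908 times and the other way round 146 times (exact McNemar test, log10 of p = -390.7). Within 50 bp of the peak centres there were 35.9 motifs per 1000 peaks in each 25-bp bin, which is 28.7 times the 1.3 found 500 to 1000 bp away. The form GCGTGGGCG occurred in 526 peaks and GCGGGGGCG in 1487. The 10-bp sequence GCGGGGGCGG, searched in place of the 9-bp motif, was found in 8.3% of the peaks and 0.5% of the shuffles (exact McNemar test, p = 2.91e-230). The value moved most when only the 200 peaks with the lowest IDR were searched, the number the authors used for motif discovery: 72.9% of the 199 with sequence held the motif, against 4.5% of their shuffles (exact McNemar test, p = 1.42e-38). The E-value of Fig. 1a comes from MEME, which was not run here. From the most enriched sequence, the paper reasons that the peaks carry a motif similar to the canonical EGR1 response element.

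**Figure D1:**
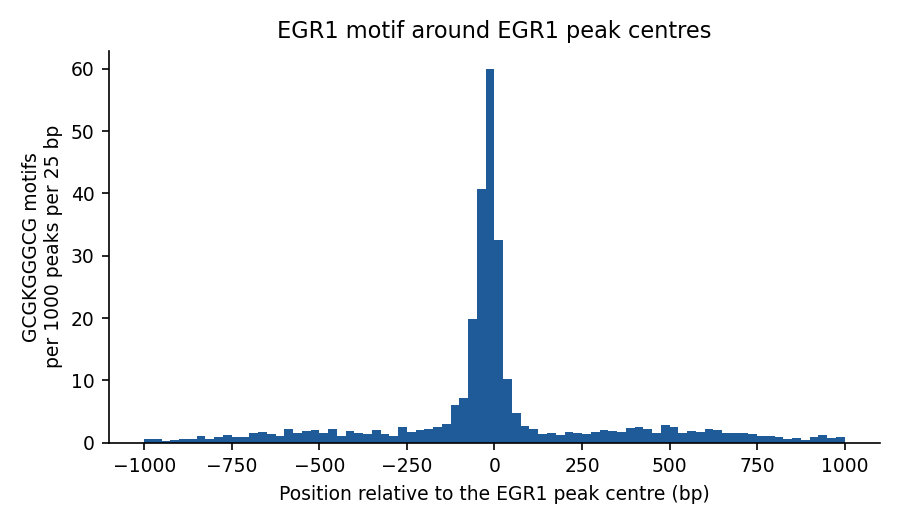
Number of GCGKGGGCG motifs per 1000 EGR1 peaks in 25-bp bins (vertical axis) against the distance in bp from the peak centre (horizontal axis), over 11938 peaks. The tallest bin, which starts 25 bp to the left of the centre, holds 59.89 motifs per 1000 peaks.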

From the sequences of EGR1 peaks, we determined the most significantly enriched motif as “GCGGGGGCGG” (Fig. 1a, *E*-value = 1.1e^−252^), which is similar to the canonical EGR1 response element reported previously^31^. 

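Each EGR1 peak was assigned by its centre, in the order promoter (the TSS to 2 kb upstream), 5′UTR, 3′UTR, other exon, intron and intergenic. By this assignment 10185 of 12014 peaks, or 84.8% (95% Wilson interval 84.1 to 85.4%), lay in promoters or genes. Across 1000 random placements of the same intervals on the same chromosomes the mean was 51.4% and the highest 52.8% (permutation test by random placement, p = 0.002, the smallest that 1000 placements allow). Promoters held 48.1% of the peaks, 7.3 times the share of the random placements. The 5′UTRs held 3.1%, the 3′UTRs 1.3%, other exons 4.5%, introns 27.8% and intergenic regions 15.2%. The 3′UTR share did not differ from random placement (permutation test, p = 0.266). The centre of 63.3% of the peaks (95% Wilson interval 62.4 to 64.1%) was within 2 kb of a TSS, against 11.8% of the random placements (permutation test, p = 0.002, again the smallest possible), and the median distance to the nearest TSS was 453.5 bp. Counting only protein-coding genes lowered the promoter or genic share to 80.5%, the largest fall among the alternatives, and the random share to 43.3%. From its own plot of EGR1 peaks around TSSs, the paper reports that EGR1 binding becomes more frequent towards TSSs.

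**Figure D2:**
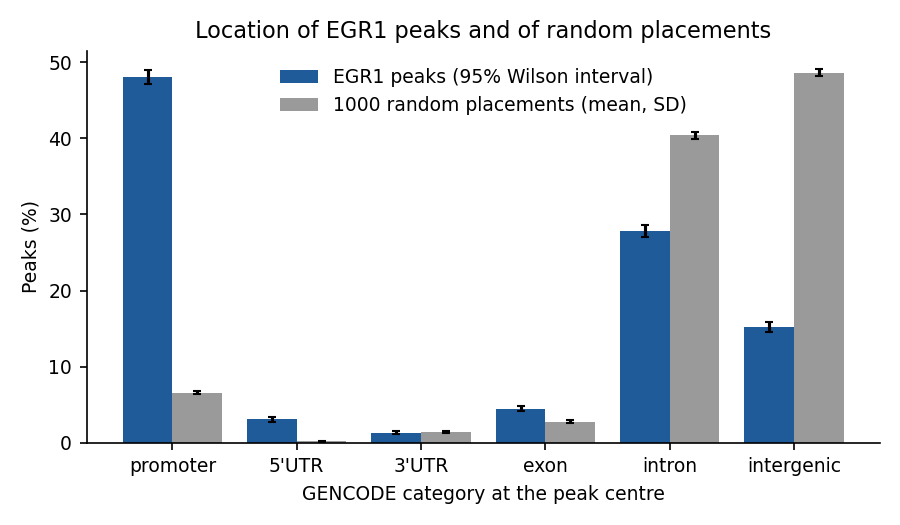
Percent of EGR1 peaks (blue bars, with 95% Wilson intervals) and of 1000 random placements (grey bars, mean and SD) in each GENCODE category at the peak centre. EGR1 peaks exceed the placements in promoters (48.1 against 6.6%) and fall short of them in introns (27.8 against 40.4%) and intergenic regions (15.2 against 48.6%).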

A total of 81.8% of EGR1 peaks localize in gene promoters (from TSSs to 2 kb upstream of TSSs) or within genic regions (Fig. 1b), and the frequency of EGR1 binding sites increases when approaching transcription start sites (Supplementary Fig. 4b). We further integrated EGR1 peaks with ChIP-seq datasets for histone modifications^32^ and observed that active enhancer mark H3K27ac and active promoter mark H3K4me3 are strongly enriched in the vicinity of EGR1 peaks (Fig. 1c). More specifically, 46.9% and 44.4% of EGR1 binding sites overlap with H3K27ac peaks and H3K4me3 peaks, respectively. Additional ChIP-qPCR assays validated that the H3K27ac mark is enriched at the six genomic loci with EGR1 binding (Supplementary Fig. 4c). These results suggest that EGR1 mainly binds active promoters or enhancers to activate the expression of downstream genes in the mouse frontal cortex.

**Fig. 1:**
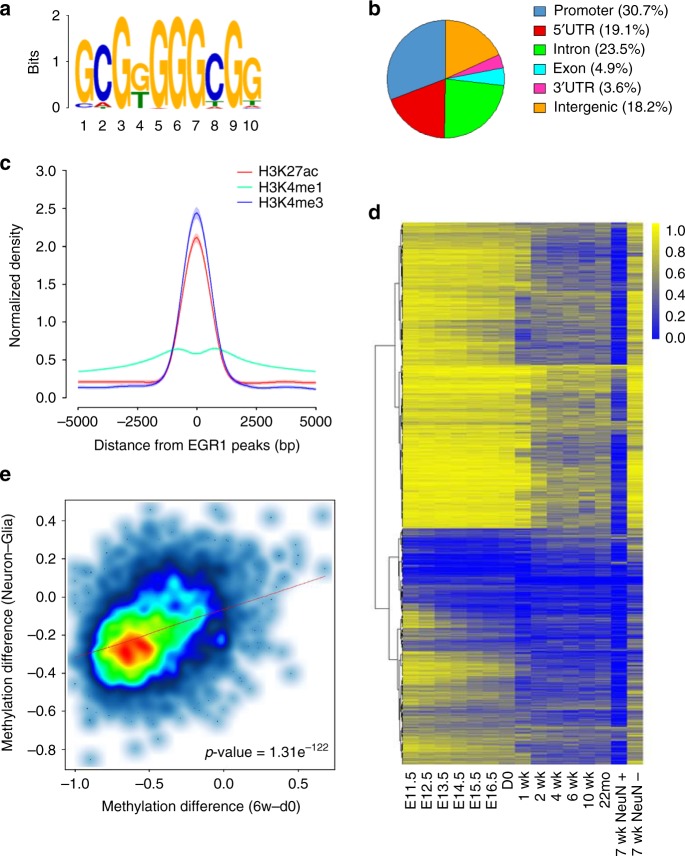
Methylation dynamics of EGR1 binding sites during mouse brain development. **a** EGR1 binding motif (*E* value = 1.1e^−252^) identified from ChIP-seq data generated with mouse adult frontal cortices. **b** Genomic distribution of EGR1 peaks. **c** Distribution of histone marks H3K27ac, H3K4me1, and H3K4me3 surrounding EGR1 peaks. **d** Methylation dynamics of EGR1 binding sites during brain development from embryonic day 11.5 to 22 months, in neurons (NeuN+), and non-neuronal cells (NeuN−). **e** Correlation of methylation changes at EGR1 binding sites during mouse brain development and between cell specification. Only binding sites with at least ten methylation calls in all four methylomes were included. *P*-values were determined with Wilcoxon Rank Sum Test

To examine methylation dynamics of EGR1 peaks, we made use of embryonic forebrain methylomes recently released by ENCODE to obtain the methylation profiles for 12,014 EGR1 peaks during brain development. 51.0% of EGR1 binding sites show constant hypomethylation (methylation level <= 0.2) throughout all developmental stages with methylomes available from E11.5 to 22 m (Supplementary Fig. 5). On the other hand, 34.3% of EGR1 binding sites (*n* = 4,125) exhibit methylation dynamics during development with the maximum methylation difference between stages greater than or equal to 0.2 (The range of methylation was defined from 0 to 1 in this study). The majority of these EGR1 binding sites show decreased methylation changes during development and become hypomethylated in neurons (Fig. 1d). We next focused on the comparisons of DNA methylation between d0 and 6-week-old frontal cortices, and between NeuN+ and NeuN- cells at 7 week. Out of the 4,125 EGR1 binding sites with methylation variation, 2,106 (51.1%) showed methylation decrease by at least 20% during postnatal development (d0 to 6 week) and 3,451 (83.7%) showed methylation decrease by at least 20% in neurons compared with those in glial cells. In contrast, only 111 (2.7%) and 37 (0.8%) of EGR1 binding sites showed methylation increase by at least 20% during development or in neurons, respectively. We next asked if the methylation changes on EGR1 binding sites during development and between the two cell types were correlated. We found that 1,925 out of 2,106 (91.4%) EGR1 binding sites hypomethylated in adult frontal cortex were also hypomethylated in neurons. In addition, the methylation changes in d0 vs. 6 week, and glia vs. neuron were significantly positively correlated (Fig. 1e, Pearson’s *R* = 0.35, *p*-value = 1.31e^−122^). 

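The paper lists 365 genes in 105 enriched terms for the EGR1 peaks hypomethylated in neurons (Supplementary Data 2), of which 359 were found by symbol in GENCODE. For 358 of these (99.7%), a TSS lay within 10 kb of an EGR1 peak of the full list. The authors picked the genes by this distance, so the share was not tested. Which of the 12014 peaks are the hypomethylated ones is not in the files analysed here. Among the genes of the term for regulation of ion transmembrane transport, an EGR1 peak overlaps a TSS of Kcnip2, on chromosome 19 from 45815962 to 45816225 (IDR 0.000741), of Kcnq5, on chromosome 1 from 21961645 to 21961908 (IDR 0.000904), of Kcns2, on chromosome 15 from 34837986 to 34838248 (IDR 1.98e-05), and of Kcnh5, on chromosome 12 from 75177309 to 75177572 (IDR 0.000244). The nearest peak was 141 bp from a TSS of Cacng5. The largest distance in this term was 5815 bp, at Cacng1, whose intronic peak has an IDR of 0.017. With only the 50% of peaks with the lowest IDR, the number of genes fell most, to 226. From the enriched terms, the paper links these EGR1 peaks to ion transport and so to the membrane potential of neurons.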

To determine if the 1,925 EGR1 peaks are linked to specific functions, we performed Gene Ontology (GO) enrichment analysis and found that genes with TSS flanking 10 kb of these EGR1 peaks are significantly enriched in the regulation of ion membrane transport, which is important for membrane potential formation and action potential propagation in neurons (Supplementary Fig. 6 and Supplementary Data 2).

### EGR1 interacts and recruits TET1 to its target binding sites

A recent report indicated that a member of EGR family, WT1 (Wilms tumor suppressor gene 1) may recruit TET2 to demethylate its binding sites in leukemia cells^33^. More specifically, the zinc-finger domain (residues 323–449) of WT1 binds directly to the CD domain (C-terminal region) of TET2 enzyme. WT1 and EGR1 share a similar structure and bind to a same consensus DNA sequence^34,35^. Interestingly, the three TET family members also share significant homology^36^. These findings raise the possibility that EGR1 may interact with TET enzymes to program the brain methylome. To test this hypothesis, we reanalyzed RNA-seq data^17^ for mouse frontal cortices to examine the expression profiles of *Egr1* and *Tet* gene family (*Tet1-3*) during mouse brain development. *Egr1* transcript in mouse frontal cortices rapidly increased during fetal to 2-weeks, maintaining at a higher level throughout later developmental stages (Supplementary Fig. 7a). The levels of *Tet2* and *Tet3* expression gradually decrease during development while *Tet1* shows an increased expression level during the second postnatal week (Supplementary Fig. 7b). We further examined the methylation profiles of EGR1 binding sites in *Tet2* knockout mice^17^. It has been reported that 19.7% of regions hypo-methylated in adult frontal cortex vs. fetal are with increased methylation in adult *Tet2* knockout mice^17^. Interestingly, we found that EGR1 binding sites show no significant methylation difference (Wilcoxon rank-sum test) between *Tet2−/−* and wild-type mice (Supplementary Fig. 8). This indicates that *Tet2* is not required for the demethylation of EGR1 binding sites.

The expression of mouse full length TET1 protein (2,039 aa, ~220 KDa) is restricted to early embryonic and primordial germ cells, and a short isoform TET1s (residues 654–2,039, ~170 KDa) is expressed in somatic tissues including brain^37^. To further determine whether TET1 may participate in the demethylation of EGR1 binding sites, we performed co-immunoprecipitation assays (Co-IP) using mouse frontal cortices. The short isoform TET1s was found in the EGR1 immunopreciated complex (Fig. 2a) and EGR1 could be precipitated together with TET1s (Fig. 2b). To narrow down the binding regions responsible for the EGR1-TET1s interaction, we first conducted Co-IP in HEK293T cells with Flag-tagged EGR1 co-transfected with HA-tagged TET1s-N (residues 654–1,366) or TET1s-CD (residues 1,367–2,039), respectively. Using anti-HA antibody to probe anti-Flag immunoprecipitates, we found EGR1 binds to TET1s-CD, but not TET1s-N (Fig. 2c). On the other hand, the immunoblotting analyses of anti-Flag immunoprecipitates for Flag-tagged EGR1 truncated proteins demonstrated that TET1s-CD binds to EGR1-C (residues 318–533) but not EGR1-N (residues 1–318) (Fig. 2d). To further pinpoint the regions that mediate their interaction, we removed 171 aa from TET1s-CD to delete the cystine-rich domain (TET1s-CD∆c, residues 1,538–2,039) and 81 aa from EGR1-FL to delete the zinc finger domain (EGR1∆z, residues 1–335, 417–533). EGR1∆z interacted with TET1s-CD but TET1s-CD∆c lost the interaction capacity with EGR1 (Supplementary Fig. 9a & b). Additionally, the EGR1-TET1s interaction was preserved with the presence of ethidium bromide (Supplementary Fig. 9c). This result suggests EGR1-TET1s interaction is DNA-independent, which is consistent with the observation that the removal of zinc finger domain from EGR1 does not interfere with such an interaction. Altogether, these data demonstrate that EGR1 and TET1s form a complex mediated by the C-terminal regions of both proteins.

**Fig. 2:**
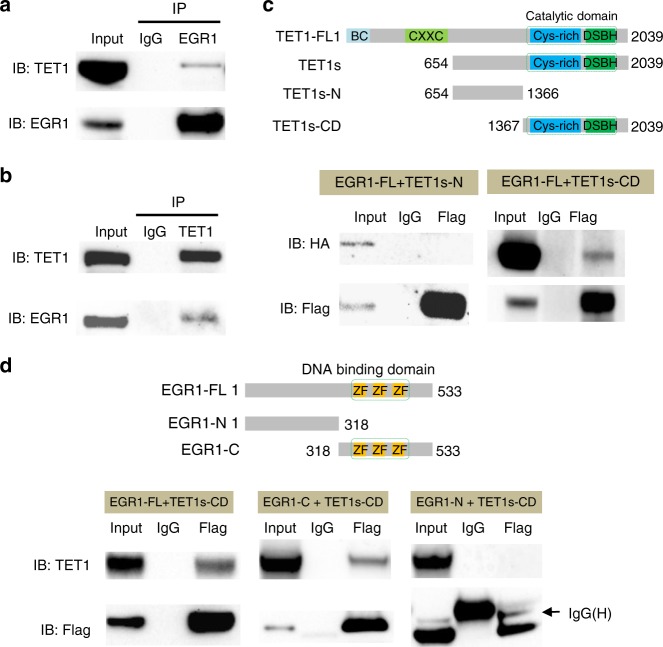
Identification of the protein-protein interaction between EGR1 and TET enzymes by co-immunoprecipitation. **a**, **b** Endogenous association of EGR1 and TET proteins. EGR1 was immuno-precipitated from mouse frontal cortex, followed by western blot to detect TET1 (**a**). TET1 was immuno-precipitated from mouse frontal cortex, followed by western blot to detect EGR1 (**b**). Normal rabbit IgG served as a negative control for immunoprecipitation. IP, immunoprecipitation. **c** Interactions between full-length EGR1 (EGR1-FL) and TET1 deletion mutants. Flag-tagged EGR1-FL and HA-tagged TET1 deletion mutants as shown in the schematic illustration were co-expressed in HEK293T cells. **d** Interactions between TET1s-CD and EGR1 deletion mutants. HA-tagged TET1-CD and Flag-tagged Egr1 deletion mutants as shown in the schematic illustration were co-expressed in HEK293T cells. Protein-protein interactions were examined by IP-western blot using the antibodies indicated. Source data are provided as a Source Data file

We next sought to investigate whether EGR1 recruits TET1s to its binding sites. For three EGR1 binding sites, we performed ChIP-qPCR analysis using frontal cortices from wild-type mice and observed the co-occupancy of EGR1 and TET1s (Fig. 3a and Supplementary Fig. 4a). To rule out the possibility that the concurrent enrichments may result from cell population heterogeneity, we conducted sequential ChIP-qPCR and confirmed EGR1 and TET1s indeed present at these loci simultaneously (Fig. 3b). In addition, we examined whether the depletion of EGR1 may affect the occupancy of TET1s at these loci. ChIP-qPCR assays showed TET1s enrichment on these loci was significantly decreased in the frontal cortices derived from *Egr1* knockout mice (Egr1KO) compared with those from wild-type mice (Fig. 3c). We expanded the study to perform TET1 ChIP-seq for the frontal cortices derived from Egr1KO and WT mice using two validated anti-TET1 antibodies (Supplementary Data 3). The libraries generated for two biological replicates and with the two antibodies yielded peaks that largely overlapped (Supplementary Fig. 10 and Fig. 3d). A total number of 855 and 1,450 TET1 peaks were determined for the frontal cortices of Egr1KO and WT mice respectively (Supplementary Data 3), with four peaks validated by independent ChIP-qPCR assays (Supplementary Fig. 10e, f). Approximately 87.8% (751 out of 855) TET1 peaks identified in Egr1KO mice overlap with those identified in WT mice. 

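The TET1 peaks are the paper's own (Supplementary Data 3), called by the authors with MACS2 in broad mode for wild-type (WT) and Egr1KO frontal cortices. They were compared with the EGR1 peaks by overlap of at least 1 bp. Of the 855 Egr1KO peaks, 746 (87.3%) overlapped a WT peak and 109 did not. EGR1 peaks overlapping the shared TET1 peaks numbered 8, of which 7 lay on assembled chromosomes and 1 on a scaffold. These 8 EGR1 peaks fell in 7 of the 691 WT intervals shared with Egr1KO, or 1.01% (95% Wilson interval 0.49 to 2.08%). The Egr1KO-only TET1 peaks held 0 EGR1 peaks (upper limit of the 95% Wilson interval for TET1 peaks with EGR1, 3.40%). With only the 50% of EGR1 peaks with the lowest IDR, the number at shared TET1 peaks moved to 2. The paper's numbers of shared and Egr1KO-only peaks are 751 and 104.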

Only eight EGR1 peaks were found to overlap with these 751 TET1 peaks and no EGR1 peak overlaps with the rest 104 peaks identified in Egr1KO only. 

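By the same overlap, 759 WT peaks had no Egr1KO counterpart and 61 EGR1 peaks lay in them. These 61 EGR1 peaks fell in 7 WT-only TET1 peaks, or 0.92% (95% Wilson interval 0.45 to 1.89%), and 58 of them were on unplaced scaffolds and 3 on assembled chromosomes. On a scaffold of 114452 bp, 4 WT-only TET1 peaks between 141 and 57730 held 56 EGR1 peaks. These TET1 peaks were 10584 to 18201 bp wide, against a median of 295 bp over all WT TET1 peaks. The Egr1KO peaks on this scaffold began at 68540. Counted by TET1 peak, 7 of 759 WT-only and 7 of 691 shared peaks held EGR1, which was not a detectable difference (odds ratio 0.91, Fisher's exact test, p = 1). With assembled autosomes only, the number of EGR1 peaks at WT-only TET1 peaks was 3. Keeping only TET1 peaks with a fold change of at least 3 moved the odds ratio most, to 0.12 (0.5 added to each cell), with 0 of the WT-only and 3 of the shared peaks holding EGR1 (Fisher's exact test, p = 0.0979). The lists give no values per replicate, so the spread between replicates could not be set against these counts. The paper contrasts the count of EGR1 peaks at WT-only TET1 peaks with that at shared ones in reasoning that EGR1 may attract TET1.

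**Figure D3:**
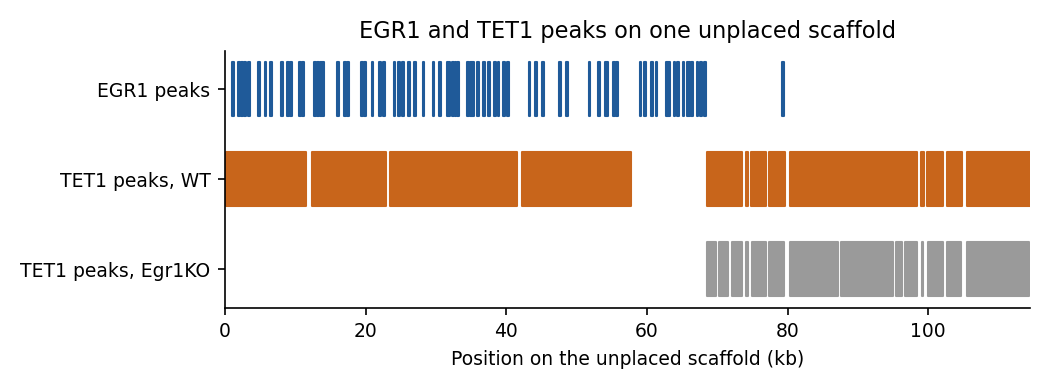
Map of an unplaced scaffold of 114452 bp, with position in kb on the horizontal axis and 1 row each for EGR1 peaks (blue), WT TET1 peaks (orange) and Egr1KO TET1 peaks (grey). WT TET1 peaks cover the stretch from 141 to 57730 where most EGR1 peaks lie, and the Egr1KO peaks start at 68540.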

However, 61 EGR1 peaks overlap with the 699 TET1 peaks identified in WT but not in Egr1KO. GO terms including “axon guidance” and “cell morphogenesis involved in neuron differentiation” were enriched for genes associated with TET1 peaks identified in WT mice but not in Egr1KO mice (Supplementary Fig. 11). We further examined the influence of *Egr1* loss on the distribution of TET1 peaks. Compared to those in WT control, TET1 peaks in Egr1KO mice shift away from their adjacent EGR1 peaks (Fig. 3e). 

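The distance from the centre of each of the paper's TET1 peaks to the nearest EGR1 peak centre was measured. It was at most 10 kb for 46 of 1450 WT peaks, or 3.17% (95% Wilson interval 2.39 to 4.21%), and for 29 of 855 Egr1KO peaks, or 3.39% (2.37 to 4.83%). These shares were not distinguishable (odds ratio 0.93, Fisher's exact test, p = 0.808). The test assumes independent groups, which these are not, since 746 of the Egr1KO peaks overlap a WT peak. Within 5 kb the shares were 2.00% in WT and 2.22% in Egr1KO, and within 1 kb 0.90% and 0.94%. Most TET1 peaks lie on chromosome Y, where the EGR1 list has 0 peaks. With chromosome Y left out, the 10-kb shares were 10.36% of 444 WT peaks and 10.21% of 284 Egr1KO peaks (odds ratio 1.02). Among the alternatives set in advance, the odds ratio moved most when WT-only peaks were compared with Egr1KO-only peaks, to 3.38 (Fisher's exact test, p = 0.346). A further count, chosen after seeing the data, took each EGR1 peak in place of each TET1 peak. By this count 87 EGR1 peaks were within 10 kb of a WT TET1 centre and 25 within 10 kb of an Egr1KO one, with 64 near WT peaks only and 2 near Egr1KO peaks only (exact McNemar test, p = 6.00e-17). Within 1 kb the numbers were 20 and 8. With the scaffolds left out, the 10-kb numbers were 15 and 11 (exact McNemar test, p = 0.219). Neighbouring EGR1 peaks share the same TET1 peak and are not independent of each other. From the counts of Fig. 3e, the paper concludes that TET1 peaks lie further from EGR1 peaks when Egr1 is lost.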

Altogether, these results indicate that EGR1 may attract TET1 to genomic regions flanking EGR1 binding sites.

**Fig. 3:**
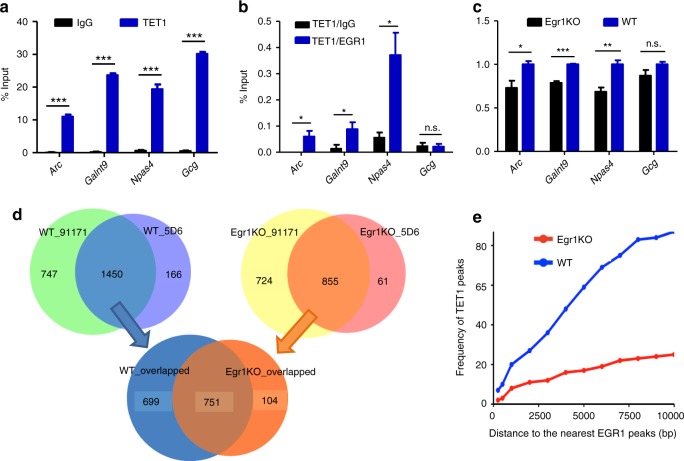
EGR1 recruits TET1 to its target sites. **a** TET1 ChIP-qPCR assay in wild-type mouse frontal cortices. **b** Sequential ChIP-qPCR assay in wild-type mouse frontal cortices. The first antibody used was anti-TET1; the secondary antibody used was anti-EGR1 and normal rabbit IgG. *Gcg* locus serves as negative control for EGR1 binding. **c** ChIP-qPCR assay in frontal cortices of Egr1KO and wild-type mice. TET1 enrichment is normalized to the enrichment in WT. *P*-values were calculated with *t*-test, *P < 0.05, **P < 0.01, ***P < 0.001. n.s., not significant. Error bars ± standard deviation (s.d.) from three technical replicates. **d** Venn diagrams show the overlapped TET1 peaks generated with two distinct antibodies (91171 and 5D6, Active Motif) or from WT and Egr1KO frontal cortices. **e** The distribution of TET1 peaks relatively to their nearest EGR1 peaks. The distance of TET1 peak to its nearest EGR1 peak refers to the number of nucleotides between the centers of two peaks

### EGR1 coordinates with TET1 in gene expression regulation

We examined whether the interaction between EGR1 and TET1 would have epigenetic regulatory effects. We started with two loci within *Galnt9* and *Npas4* genes, which were identified to be EGR1 binding sites by our ChIP-seq and validated by ChIP-qPCR to be enriched for H3K27ac enhancer mark (Supplementary Fig. 4c). 

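Galnt9 holds 3 EGR1 peaks. The one that overlaps the ChIP-qPCR amplicon lies on chromosome 5 from 110562793 to 110563042, in an intron, and has an IDR of 6.95e-05. Another intronic peak, from 110598958 to 110599207, has an IDR of 0.0138. The peak at the amplicon is 250 bp wide with 10 CpGs, a GC content of 56.8% and an observed/expected CpG ratio of 0.50. The amplicon inside it reads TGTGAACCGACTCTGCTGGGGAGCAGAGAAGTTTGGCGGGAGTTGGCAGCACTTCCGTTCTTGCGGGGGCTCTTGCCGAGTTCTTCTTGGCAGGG on the plus strand. The EGR1 peak in the Npas4 promoter lies on chromosome 19 from 4989916 to 4990165, with an IDR of 6.17e-06, 19 CpGs, a GC content of 68.0% and a CpG ratio of 0.66. Its amplicon reads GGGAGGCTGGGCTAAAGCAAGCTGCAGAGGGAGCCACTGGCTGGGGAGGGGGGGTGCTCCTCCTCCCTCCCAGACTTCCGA. Neither of the peaks at the amplicons holds an exact GCGKGGGCG. Each holds 1 site that differs from it at 1 base, GCGGGGGCT from 110562965 to 110562973 in Galnt9 and GCGTGGGGG from 4990011 to 4990019 in Npas4. With only the 50% of peaks with the lowest IDR, both peaks remained among the 4 ChIP-qPCR loci still overlapping a peak. The paper starts from these loci, which it describes as EGR1 binding sites that carry the H3K27ac mark.

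**Figure D4:**
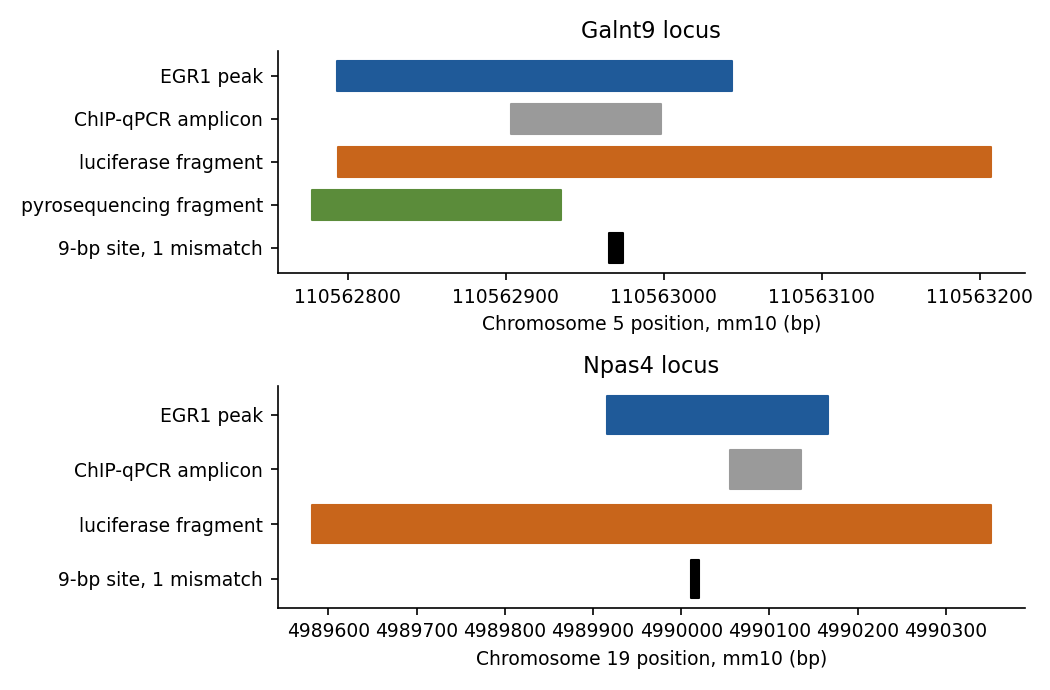
Maps of the Galnt9 locus on chromosome 5 and the Npas4 locus on chromosome 19, with mm10 position in bp on the horizontal axis and 1 row per item. The rows show the EGR1 peak, the ChIP-qPCR amplicon, the luciferase fragment, the site with 1 mismatch to GCGKGGGCG and, for Galnt9, the pyrosequencing fragment, each of which overlaps the EGR1 peak.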

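The cloning primers place the Galnt9 luciferase fragment on chromosome 5 from 110562794 to 110563206, a length of 413 bp with 13 CpGs. The Npas4 fragment lies on chromosome 19 from 4989581 to 4990350, a length of 770 bp with 45 CpGs. Each fragment overlaps the EGR1 peak at the ChIP-qPCR amplicon of its gene, and neither holds an exact GCGKGGGCG. The Galnt9 pyrosequencing fragment, from 110562777 to 110562934, is 158 bp long with 5 CpGs.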

To test their enhancer activities in primary culture of cortical neurons (Supplementary Fig. 12), the genomic fragments were cloned to the upstream of EF1 promoter in the pCpG-free vector, respectively. Compared with the control vector, *Npas4* and *Galnt9* loci significantly promoted the gene expression from the basal EF1 promoter in the enhancer luciferase assays (Fig. 4a). To further examine whether their enhancer activities are under epigenetic control, prior to transfection, the constructs containing two loci were methylated in vitro with CpG methyltransferase, M.SssI. The methylation of these loci greatly reduced their enhancer activities (Fig. 4b–c). We utilized the unmethylated and methylated reporter constructs to examine their enhancer activities with or without EGR1 or/and TET1 overexpression. For unmethylated reporter constructs, EGR1 overexpression alone could significantly increase luciferase signals of reporters, consistent with the fact that EGR1 as a transcriptional factor can induce the enhancer activities of its binding sites. By contrast, TET1 overexpression alone displayed no increase in luciferase signal of these reporter vectors (Fig. 4b–c). For methylated reporter constructs, we observed increases in the enhancer activities when EGR1 was co-overexpressed with TET1 (*p* = 0.01 for *Npas4* and *p* = 0.08 for *Galnt9*). This result suggests that EGR1 and TET1 may cooperate to activate the expression of EGR1 downstream gene by DNA demethylation.

**Fig. 4:**
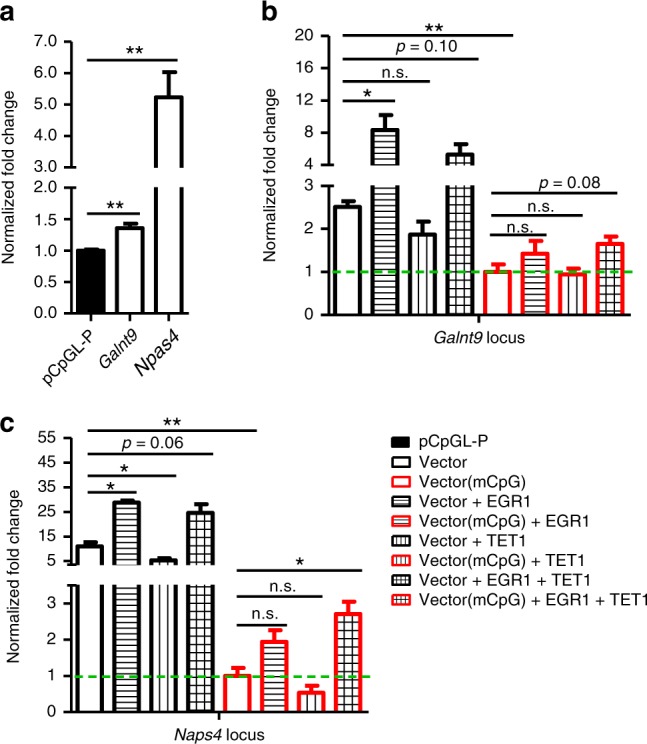
Cooperativity of EGR1 and TET1 modulate the enhancer activity of EGR1 binding sites. **a** Luciferase reporter assays for the control vector pCpGL-P and constructs with *Galnt9*, *Npas4* locus. Fold change was normalized to the control vector pCpGL-P. Luciferase reporter assays for unmethylated or methylated *Galnt9* (**b**) and *Npas4* (**c**) constructs under either *Egr1*/*Tet1* singularly or co-expression in primary cortical neurons. In figure **b**–**c**, fold changes were normalized to the methylated vectors without *Egr1/Tet1* overexpression. Luciferase activity was measured at 48 h after transfection and normalized against the activity of a co-transfected firefly construct. mCpG represents methylated constructs. *P*-values were determined by *t*-test, *P < 0.05, **P < 0.01. Values represent mean ± s.d. from three biological replicates

To further investigate the epigenetic effect of EGR1 and TET1 on their binding sites, we examined the methylation statuses of *Galnt9* and *Npas4* loci in primary neurons with *Egr1* or/and *Tet1* knockdown. Primary mouse cortical neurons isolated at E16.5 was adopted as in vitro neuronal activity model for KCl depolarization^38,39^. Western blot showed that EGR1 increased dramatically upon neuronal activation, while TET1 protein level remains relatively constant (Supplementary Fig. 13a). Importantly, methylation level of *Galnt9* and *Npas4* loci significantly reduced in E16.5 cortical neurons upon KCl stimulation (Supplementary Fig. 13b). To explore whether *Egr1* and *Tet1* mediate methylation changes at these two loci, *Egr1* and *Tet1* were knocked down with their corresponding shRNA constructs (Supplementary Fig. 13c). Pyrosequencing results for bisulfite converted DNA indicated that *Egr1/Tet1* shRNA knockdown or the double knockdown significantly increased their methylation levels (Supplementary Fig. 13d). The RT-qPCR results showed that the mRNA level of *Galnt9* was reduced with *Egr1* knockdown, and significantly lower with *Egr1* and *Tet1* double knockdown. However, no significant change in *Npas4* mRNA level was observed (Supplementary Fig. 13e). This may be due to the incomplete knockdown of *Egr1*/*Tet1* and the subtle methylation changes (~3%) achieved on *Npas4* locus over a short period of stimulation. Collectively, these data suggest that EGR1 is able to coordinate with TET1 to epigenetically regulate its target loci but the significant alteration in expression of some downstream genes may require repeated stimulations over a long period of time.

### EGR1KO and TET1KO mice share aberrant methylation profiles

It has been documented that Egr1KO mice show impaired long-term memory^38^. Recent studies show *Tet1* knockout mice (Tet1KO) exhibited significant deficiency in memory retention^12^, abnormal long-term depression and impaired memory extinction^9^. To examine the epigenetic effects of *Egr1* or *Tet1* loss, we performed methylome and transcriptome analyses for the frontal cortices derived from Egr1KO and Tet1KO mice. The genotypes of Egr1KO and Tet1KO mice were confirmed by the read coverage along *Egr1* and *Tet1* loci (Supplementary Fig. 14). 

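The observed/expected CpG ratio of each EGR1 peak, the number of CpGs over the number its C and G content would give, was compared with windows of the same width 5 kb to each side. The median ratio was 0.60 in peaks and 0.19 in flanks, and it was higher in the peak for 10182 peaks and lower for 1724 (exact sign test, log10 of p = -1447.1). The median GC content was 60.4% in peaks and 45.8% in the windows to the left. Peaks within 2 kb of a TSS had a median CpG ratio of 0.76 and a GC content of 65.5%. The ratio moved most when only peaks more than 2 kb from every TSS were kept, to 0.29 against 0.19 in their flanks (exact sign test, p = 4.59e-143). From the location of EGR1 sites in promoters and CG-rich regions, the paper reasons that bisulfite sequencing of fragments depleted of AT-rich regions covers them.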

Since EGR1 binding sites are enriched in promoters and CG rich regions, we performed reduced representation bisulfite sequencing using restriction enzymes MseI and MluCI to remove AT-rich regions. For four methylomes, we generated 211 to 287 million read pairs with an average of 140 million read pairs uniquely mapped to mouse reference genome (Supplementary Data 4). On average, we obtained methylation information for 48.9% of all CpG dinucleotides in the mouse genome and 18.1% of all CpG sites covered by at least 10 reads. Based on spiked-in unmethylated λ DNA control, the bisulfite conversion rates for four libraries were determined as 99.0% on average.

We observed strong correlations between biological replicates for two Egr1KO mice and two Tet1KO mice, respectively (Supplementary Fig. 15). For the corresponding four transcriptomes, we generated 39 million read pairs on average, 86.0% of which were unambiguously mapped (Supplementary Data 4). We determined pairwise Pearson’s correlation at gene expression level and validated the consistency of RNA-seq results for biological replicates (Supplementary Fig. 16). Compared with the methylome of the frontal cortex from wild-type mice, we identified 49,991 differentially methylated sites (DMSs) in Egr1KO with 34,747 (69.5%) hypermethylated and 15,244 (30.5%) hypomethylated, and 113,488 DMSs in Tet1KO with 94,862 (83.6%) hypermethylated and 18,626 (16.4%) hypomethylated. To examine the association between EGR1 binding and methylation changes in KO mice, we determined the distribution of DMSs at the flanking of EGR1 binding sites. The density of hypermethylated DMSs in Egr1KO increases when approaching to the centers of EGR1 peaks, while hypomethylated DMSs in both Egr1KO and Tet1KO are depleted from EGR1 peaks (Supplementary Fig. 17a). 

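The DMRs are the paper's own (Supplementary Data 4). The table in the files analysed here is shortened, so 988 DMRs on the 7 chromosomes it gives in full were used. Of 107 hypermethylated DMRs in Egr1KO, 12 had their centre within 1 kb of an EGR1 peak centre, or 11.2% (95% Wilson interval 6.5 to 18.6%). This was 11.6 times the mean of 10000 random placements, 0.97% (permutation test, p = 2.00e-04, the smallest they allow). Of 864 hypermethylated DMRs in Tet1KO, 56 did so, or 6.5% (5.0 to 8.3%), against 0.98% of the placements (permutation test, p = 2.00e-04, the smallest they allow). The shares of the knockouts were not shown to differ (odds ratio 1.82, Fisher's exact test, p = 0.104), in a test that ignores the DMRs they share. None of the 6 hypomethylated DMRs in Egr1KO and 11 in Tet1KO did, numbers for which the Wilson intervals reach 39.0% and 25.9%. With the same DMRs shifted by 10 kb to each side as control, 5.61% of the shifted Egr1KO regions lay near an EGR1 peak (Fisher's exact test, p = 0.113) and 2.31% of the shifted Tet1KO regions did (p = 3.83e-07 by Fisher's exact test). Neither control matched CpG density or the coverage of the bisulfite sequencing, which removed AT-rich regions. EGR1 peaks are CpG-rich, so neither control separates EGR1 binding from where DMRs could be called. Medians of methylation were computed here from the paper's values for each DMR. At the 12 Egr1KO DMRs near EGR1 peaks, the median was 0.64 in newborn forebrain (quartiles 0.06 and 0.84) and 0.02 in neurons at 7 weeks (0.00 and 0.20). It was 0.61 in glia (0.20 and 0.76) and 0.76 in Egr1KO (0.56 and 0.88). At the other Egr1KO hypermethylated DMRs the medians were 0.54, 0.30, 0.57 and 0.76 in the same order. At the 56 Tet1KO DMRs near EGR1 peaks, the median was 0.23 in newborn forebrain (0.08 and 0.45) and 0.15 in neurons (0.04 and 0.36). It was 0.31 in glia (0.15 and 0.51) and 0.60 in Tet1KO (0.47 and 0.76). At the other Tet1KO ones the medians were 0.29, 0.35, 0.36 and 0.72. These medians were not tested against each other. From the enrichment of hypermethylated DMRs in EGR1 peaks, the paper associates EGR1 binding with the methylation changes of both knockouts.

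**Figure D5:**
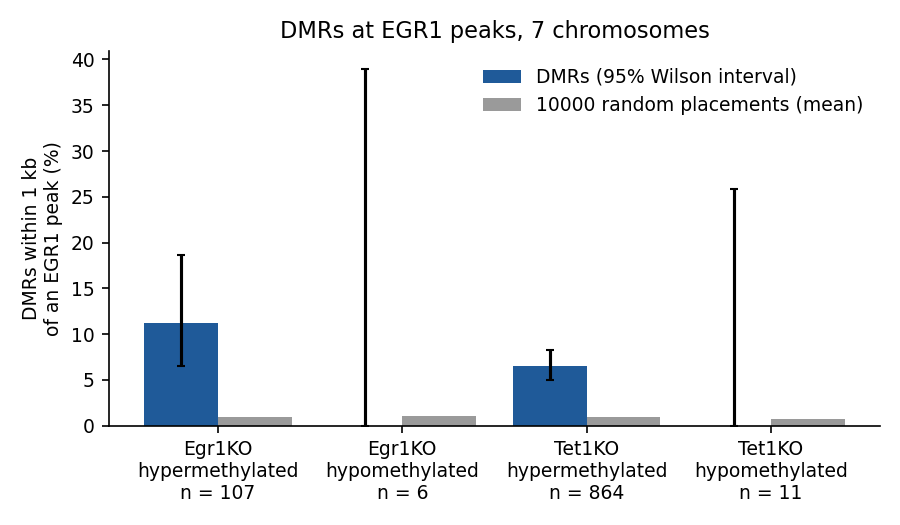
Percent of DMRs whose centre is within 1 kb of an EGR1 peak centre (blue bars, with 95% Wilson intervals) and of 10000 random placements (grey bars, mean), by knockout and direction. The hypermethylated DMRs stand at 11.2 and 6.5%, and the hypomethylated ones at 0.0%, with wide intervals.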

When DMSs were clustered into differentially methylated regions (DMRs), the increased enrichment in EGR1 peaks was observed for hypermethylated DMRs from both Egr1KO and Tet1KO mice (Supplementary Fig. 17b). We next focused on the aforementioned 1,925 EGR1 binding sites, which display methylation loss from d0 to 6 weeks. Approximately 83.0% and 84.5% of these loci show increased methylation in KO mice; particularly, 19.4% and 24.7% loci are with hypermethylated DMSs in Egr1KO and Tet1KO mice respectively. These results indicate that EGR1 and TET1 are indispensable for the demethylation of some EGR1 binding sites during brain development.

Compared to wild-type mice, 322 and 2,373 DMRs were identified in the frontal cortices of Egr1KO and Tet1KO mice respectively and these DMRs are significantly overlapped (Hypergeometric test, *p*-value = 8.36e-14). In addition, the methylation correlation of the overlapping 184 DMRs between Egr1KO and Tet1KO is 0.88 (Pearson’s *r*). The knockout of *Tet1* has a broader and more severe impact on the methylomes compared to the loss of *Egr1*. Intriguingly, for DMRs identified in Tet1KO mice only, moderate changes in methylation were often observed in Egr1KO mice as well, and vice versa (Fig. 5a). We further divided DMRs into hypermethylated or hypomethylated in either Egr1KO or Tet1KO and obtained their methylation profiles across developmental stages and in neuronal cell types (Supplementary Fig. 18). Methylation loss during development and in neurons was observed for around 78.0% and 56.2% of DMRs identified in Egr1KO and Tet1KO mice, respectively. Interestingly, 9.1% Egr1KO DMRs and 13.9% Tet1KO DMRs were found to be constantly hypomethylated across developmental stages but with increased methylation in KO mice. This result suggests EGR1 and TET1 are required for the maintenance of demethylation statues for some genomic loci, which are not or lowly methylated since early brain development (at E11.5 or earlier).

**Fig. 5:**
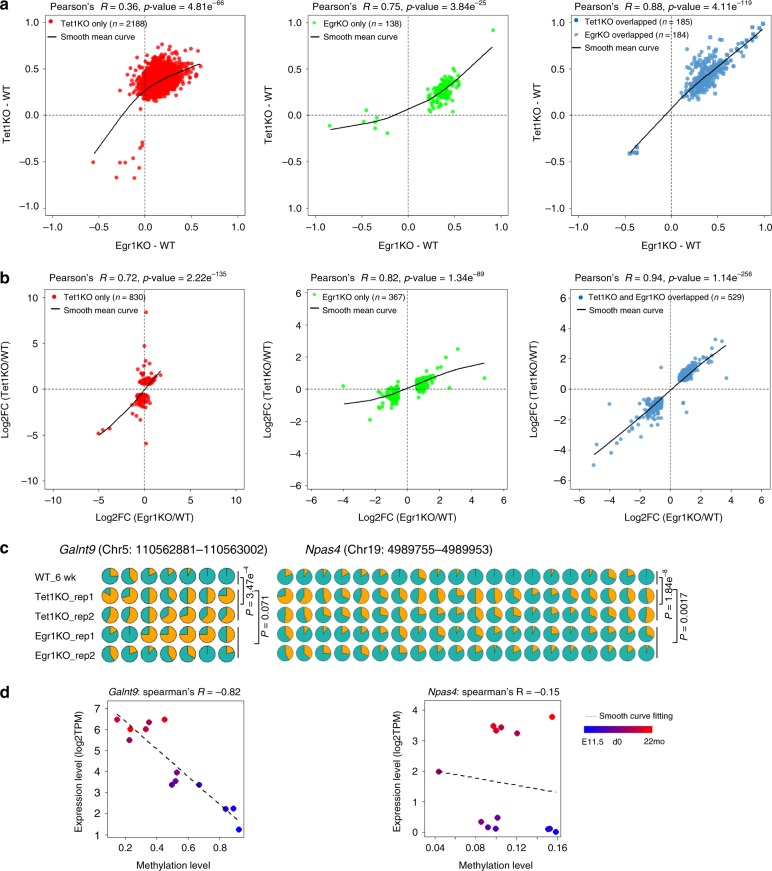
Correlations of DNA methylation and gene expression profiles between Egr1KO and Tet1KO frontal cortices. Methylation correlations (**a**) and gene expression correlations (**b**) between Egr1KO and Tet1KO mice. **c** Aberrant DNA methylation on *Galnt9* and *Npas4* loci. Each CpG is represented by a circle; yellow in circles indicates the percentage of methylation in each CpG site. The statistical significance of methylation differences between Egr1/Tet1KO and WT mice was evaluated with the Wilcoxon rank-sum test. **d** The correlations between DNA methylation levels of *Galnt9, Npas4* loci and corresponding gene expression during brain development from embryonic day 11.5 (E11.5) (denoted in blue color) to 22 months (22 mo) (denoted in red color)

Compared to wild-type controls, 896 and 1,359 differentially expressed genes (DEGs) were determined in Egr1KO and Tet1KO mice respectively with 529 of them shared (Fig. 5b). Similar to what observed for methylomes, for these 529 genes, the correlation in the expression changes *vs* wild type is 0.94 (*p*-value = 1.14e-256) between Tet1KO mice and Egr1KO mice. For all DEGs identified either in Egr1KO or Tet1KO mice, strong correlations were observed between the two kinds of KO mice. GO annotation analyses showed that both Egr1KO and Tet1KO DEGs are involved in several biological processes (BPs) related to central nervous system development or neural tube development, including potassium ion transport and Notch signaling pathway which plays critical roles in brain development^39^ (Supplementary Fig. 19 and Supplementary Data 5). To explore the relationship between DMR methylation and gene expression, we calculated the Spearman’s correlation coefficients of hypermethylated DMRs identified in Egr1KO or Tet1KO mice (Supplementary Fig. 20). Negative correlations between methylation level and gene expression were observed for DMRs in 5′-UTR, Promoter and Distal Promoters. In addition, significant increases in methylation were observed in KO mice for the three EGR1 binding sites within *Galnt9* and *Npas4* genes (Fig. 5c). The methylation levels of these loci, *Galnt9* in particular, are negatively correlated with gene expression (Fig. 5d).

Lastly, hypermethylated DMRs identified in either Egr1KO or Tet1KO show low methylation in excitatory neurons compared with PV and VIP neurons (Supplementary Fig. 18). This prompts us to make use of single-cell brain methylome data^40^ for additional bioinformatics analyses on the cell-subtype-specific function of EGR1 bindings. We confirmed that the hypermethylated DMSs identified in Egr1KO mice are significantly enriched on excitatory-neuron-specific hypomethylated regions determined in single cell analyses (Supplementary Fig. 21), especially for excitatory-neuron-subtype mL5-1 (odds ratio = 1.4, Binomial test, *p*-value = 4.8e-42). EGR1 binding sites are significantly enriched on excitatory-neuron-specific hypomethylated regions but excluded from inhibitory-neuron-specific ones (Supplementary Fig. 22). For instance, the enrichment of EGR1 binding sites on hypomethylated regions in excitatory-neuronal subtype mL4 is highly significant (odds ratio: 1.7, Binomial test, *p*-value = 6.7e-83). In addition, the enrichment of EGR1 binding is correlated with the bindings of other early response genes including TFs induced by neuronal activity, such as JUNB, FOSB, CFOS, and NPAS4 (Supplementary Fig. 23).

## Discussion

The link between epigenetic changes and neuronal activity has been well established, together with the gradual recognition of critical roles of TET DNA demethylases in learning and memory^6–9^. Apparently, epigenetic changes upon neuronal activation are not random but TET enzymes do not display DNA binding specificity. Our study shows how TET1 gains its specificity *via* the interaction with EGR1, a sequence specific DNA binding protein. On the other hand, as a key member of immediate early genes, *Egr1* has been known for decades to play an essential role in transcriptional response to environmental stimuli. *Egr1* is an important mediator of the effects of early-life experience and directly regulate genes controlling synaptic plasticity in both physiological and pathological conditions^1,20,23,38^. *Egr1* expression has been widely used as a marker for neuronal activation but how it leaves memory trace remains elusive. In this study, we provided a key piece of evidence that may help in solving this puzzle at the epigenetic level. Although neurogenesis and neuronal migration are largely completed at birth in mouse, postnatal brains continue forming synapses and neural circuits and undergo activity-dependent refinements. *Egr1* has been shown to control newborn neuron selection and maturation during the critical period of a few weeks after birth^21^. The decoding of epigenetic machineries during this developmental period is critical for a complete understanding of the mechanisms that underlie late-stage refinement of maturing neuronal circuits. Of note, *Egr1* gene continues to have functions in the adult brain and may have pathological significance in Alzheimer’s disease^41^.

Our study provides several key evidences for the interaction between EGR1 and TET1. First, our results reveal that extensive DNA demethylation occurs in thousands of EGR1 binding sites during the postnatal frontal cortex development. Second, the C-terminals of EGR1 and TET1 are required for their interaction. The co-occupancy of EGR1 and TET1 at target loci were confirmed with sequential ChIP analyses. In the presence of EGR1, TET1 is capable to achieve locus-specific demethylation and activate the expression of EGR1 downstream genes. Third, both EGR1 and TET1 are indispensable for the demethylation of a common set of EGR1 binding sites that show aberrant DNA methylation in Egr1KO and Tet1KO mice. Altogether, our data support a model that links environmental stimuli to brain methylome programming (Fig. 6). At birth, a subset of *Egr1*-mediated and neuronal activity-induced genes are silenced with methylated EGR1 binding sites. During early postnatal development, the overexpression of *Tet1* and *Egr1* upon neuronal activation demethylate EGR1 binding sites and shift the genes to either “Poised” or “ON” states. DNA methylation cannot block EGR1 binding but may prevent the bindings of other TFs, which bind to the regions adjacent to EGR1 binding sites. Thus, the demethylation of EGR1 binding sites may facilitate the formation of stronger transcription enhanceosomes.

**Fig. 6:**
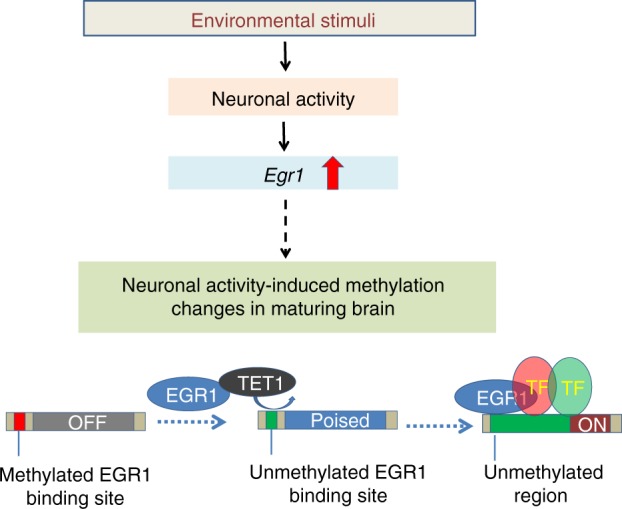
A simplified model for EGR1 and TET1 interaction linking environmental stimuli to brain methylome programming. At birth, *Egr1*-mediated and neuronal activity-induced genes are silenced with methylated EGR1 binding sites. During postnatal development and upon neuronal activity, the increase in expression of *Tet1* and *Egr1* leads to the demethylation of EGR1 binding sites to facilitate the binding of co-factors and shifts the genes to either “Poised” or “ON” states. DNA methylation cannot block EGR1 binding but may prevent the bindings of other transcription factors, which bind to the regions adjacent to EGR1 binding sites. Thus, the demethylation of EGR1 binding sites may facilitate the formation of stronger transcription enhanceosomes

Our study raises a few interesting questions. Could EGR and TET interaction become a general mechanism for various kinds of cells to keep epigenetic memory in response to stimuli? EGR family members are involved in a variety of BPs and the epigenetic memory may not be limited to the nervous system. For instance, *Egr1, Egr2 and Egr3* have been shown to be critical for the response to external signals and to direct lineage differentiation in immune system^42,43^. More dedicated study is needed to fully address how TET and EGR family members may interact with each other and to understand their combinatorial interactions in various BPs. In our study, we found Egr1KO and Tet1KO have significant effects but limited to less than 30% of the 1,925 EGR1 binding sites which show demethylation during postnatal brain development. Compared with the loss of *Egr1*, the *Tet1* knockout has a much more severe outcome and broader impact in epigenome. These results suggest a compensatory mechanism to rescue the loss of *Egr1* or *Tet1* in the frontal cortex, and TET1 may have other partners to recognize genomic loci where EGR1 can bind. Since EGR1 is a neuronal activity induced TF, EGR1 protein level is very low in neurons at rest. TET1 protein levels remains relatively constant before and after KCl stimulation. This suggests the majority of TET1 proteins are not necessarily bound by EGR1 at all times. Even with the massive EGR1 expression pattern in activated neurons, the interaction between TET1 and EGR1 could be transient. As reflected in our TET1 ChIP-seq result, 51.8% of TET1 peaks identified in WT mice were present in Egr1KO mice. In this study, we found that the genome distribution of TET1s binding in brain is biased toward intergenic regions, compared to those full length TET1 binding sites reported in mouse embryonic stem cells^37,44,45^. The short isoform TET1s expressed in mouse brain lacks CXXC and BC domain (“before CXXC”)^37^. The CXXC domain helps the binding of full length TET1 to CpG rich regions while the BC domain assists in its global chromatin affinity. Thus, TET1s shows low chromatin affinity and increased presence in soluble fraction instead of chromatin^37^. Our finding is also consistent with a recent study with cancer cells that the full length TET1 protects CpG islands from methylation while TET1s mediates demethylation outside CpG islands and the recruitment of TET1s to chromatin likely needs specific factors^46^. Additional effort is required to identify other proteins associated with TET1s to gain a better understanding on how it functions in brain. Lastly, the integrated bioinformatics analyses with single neuron methylomes suggest the methylation changes of EGR1 binding sites are largely restricted to a subset of excitatory neurons. It would be interesting to explore whether different kinds of neurons would adopt distinct epigenetic programming mechanisms in future.

## Methods

### Animals

All animal experiments were performed according to guidelines of the Institutional Animal Care and Use Committee at Virginia Tech (Blacksburg, VA, USA). The *Egr1* heterogeneous mouse strain (B6N; 129-*Egr1*^tm1Jmi/J^), the *Tet1* heterogeneous mouse strain (B6; 129S4-*Tet1*^tm1.1Jae/J^) were purchased from The Jackson Laboratory. Genomic DNA was isolated from tail biopsies and genotyped by PCR according to The Jackson Laboratory’s protocols.

### E16.5 mouse cortical neurons and HEK293T culture

Primary mouse cortical neuron cultures were prepared from E16.5 C57BL/6 embryonic mouse cortices as described previously^47^ with slight modifications. Briefly, E16.5 C57BL/6 mouse embryo cortices were dissected and then dissociated into single-cell suspension by enzymatic digestion using Neural tissue dissociation kit (P) (Cat# 130-092-628) with gentleMACS Octo Dissociator with Heaters (Cat# 130-096-427) from Miltenyi Biotech according to the manufacturer’s protocol. After dissociation, neurons were seeded at an approximate density of 4 × 10^7^ on 15-cm dishes. The dishes were pre-coated with poly-ornithine (20 μg ml^−1^, Sigma) and mouse laminin (4 μg/mL, Invitrogen) at 37 °C for 2 h, washed three times with sterile water and then once with Neurobasal Medium (Life Technologies) before use. Neurons were grown in 30 ml neuronal medium consisting of Neurobasal medium containing B27 supplement (2%; Invitrogen), penicillin-streptomycin (1%, ThermoFisher) and Glutamax (1%, ThermoFisher). Neurons were then placed in a cell culture incubator that maintained a temperature of 37 °C and a CO_2_ concentration of 5%. Two hours after plating neurons, the medium was completely aspirated and replaced with fresh warm neuronal medium. Neurons were grown in vitro for 7 days. Ten milliliters of the medium was replaced with 12 ml fresh warm medium on DIV3 and DIV6. Prior to KCl depolarization, DIV6 neurons were silenced overnight with 1 μM tetrodotoxin (TTX; Fisher) and 100 μM DL-2-amino-5-phosphopentanoic acid (DL-AP5; Fisher). The next day neurons were stimulated with 55 mM KCl and harvested at desired time points.

HEK293T (ATCC, CRL-11268™) cells were maintained in Dulbecco’s Modified Eagle’s Medium (DMEM) (Life Technologies) supplemented with 10% heat-inactivated fetal bovine serum (Corning) and 1% penicillin/streptomycin (Gibco). All cells were cultured at 37 °C in a humidified atmosphere of 5% CO_2_ incubator.

### Immunocytochemistry

E16.5 mouse cortical neurons were seeded on 8-well chamber and cultured in vitro for 7 days (DIV7). The neurons were rinsed once with PBS and fixed with 4% paraformaldehyde in PBS for 15 min at room temperature. After washing three times with PBS, cells were permeabilized with 0.2% TritonX-100 in PBS for 10 min. Cells were then washed three times with PBS, blocked with 5% Normal Goat Serum (ThermoFisher) in 1×PBS for RT for 1 h, followed by incubation with primary antibodies at 4 °C overnight. After washing three times with 1×PBS, cells were incubated with corresponding Cy3 conjugated anti-rabbit IgG (A10520, Invitrogen), Alexa Fluor 488 conjugated anti-mouse IgG (A10680, Invitrogen) secondary antibody at RT in darkness for 1 h. After washing 3 × 5 min with 1×PBS, cells were then mounted with DAPI-Fluoromount-G™ Clear Mounting Media (SouthernBiotech, 010020). Fluorescent images were acquired using immunofluorescence microscope.

### Antibodies

Rabbit anti-TET1 (Millipore, 09–872), mouse anti-TET1 (Active Motif, 91171), rat anti-TET1 (Active Motif, 61741, refer to as 5D6), mouse anti-HA (Invitrogen, 26183), mouse anti-Flag (sigma, F1804 and F7425), mouse anti-Tuj1 (Biolegend, 801201), rabbit anti-GFAP (Sigma, HPA056030) antibodies were purchased commercially. Rabbit anti-EGR1 antibody (sc-189), mouse anti-EGR1 antibody (sc-101033), rabbit normal IgG (sc-2027) and mouse normal IgG (sc-2025) were purchased from Santa Cruz Biotechnology. For western blot analysis, goat anti-rabbit horseradish peroxidase-conjugated secondary antibody (Invitrogen, 65–6120) was used at a 1:5000 dilution, goat anti-mouse horseradish peroxidase-conjugated secondary antibody (Sigma, A8924) was used at a 1:10,000 dilution. The antibodies used for the IP and western blot experiments were summarized in Supplementary Data 6.

### Plasmid construction

Flag-tagged mouse EGR1 expression vector was obtained from Addgene (plasmid 11729). Plasmids encoding Flag-tagged EGR1 N-terminal (amino acids 1–318), EGR1 C-terminal (amino acids 318–533), EGR1∆z (amino acids 1–335, 417–533) were generated by subcloning of the DNA fragments into EcoRI and XhoI sites of pcDNA3 vector. In order to clone truncated versions of TET1 protein, cDNA was synthesized from mRNA of C57BL/6J mice. Plasmids encoding HA-tagged TET1s-FL (amino acids 654–2039), TET1s-N (amino acids 654–1366), TET1s-CD domain (amino acids 1367–2039), TET1s-CD∆c (amino acids 1538–2039) were generated by subcloning of the DNA fragments into BamHI and XbaI of pcDNA3 vector.

For shRNA cloning, pLKO.1 puro, a gift from Bob Weinberg (MIT) (Addgene plasmid # 8453) was digested with AgeI and EcoRI for 4 h at 37 °C. Digested plasmid was excised from the gel and purified with GeneJET™ gel extraction kit (Thermo Fisher). Oligos were designed for the following target sequences and annealed (*Tet1* shRNA GCTCATGGAGACTAGGTTTGG, *Egr1* shRNA AGCGCTAGACCATCAAGTT) as described previously^7,48^, Annealed oligos were ligated into the digested vector with T4 ligase (NEB); and colonies were screened by sequencing. Scramble shRNA was a gift from David Sabatini (MIT) (Addgene plasmid # 1864).

For luciferase constructs, two selected EGR1 binding loci: *Galnt9* and *Npas4* loci were amplified from genomic DNA of C57BL/6 mice using the primers listed in Supplementary Data 7. After enzymatic digestion for at least 4 h, PCR-amplified products were cloned into pCpGfree-promoter-Lucia Vector (Invivogen). All inserts were verified by Sanger sequencing.

### Lentivirus generation and transfection

Dishes were plated with 50 μg/mL poly-D-lysine (Sigma) and HEK293T cells (ATCC® CRL-3216™) were plated at 70–80% confluent before transfection. Lentiviral helpers and shRNA constructs were transfected at a 1:3 ratio using X-tremeGENE 9™ (Roche) according to the manufacturer’s instructions. Media was changed at 24 h after transfection. Infectious media containing virus was collected 40 h later and filtered with a 0.45uM PES membrane filter (Millipore). Viral media was concentrated at 100,000 × *g* for 90 min at 4 °C (Beckman Optima Max tabletop ultracentrifuge). Viral pellets were resuspended in sterile PBS overnight at 4 °C. Lentiviral particles (IU/mL) were determined by real-time qPCR (BioRad CFX96) using the qPCR Lentivirus Titration(Titer) Kit (ABM) according to the manufacturer’s instructions using iTaq™ Universal SYBR® Green Supermix (BioRad). Lentivirus particles were added to cortical neuronal culture at DIV5 with final concentration of 1.0 × 10^6^ IU/mL. After incubation for 24 h, the medium was replaced with fresh neuronal culture medium and continue culture for another 24 h prior to KCl stimulation.

### Luciferase reporter assays

Luciferase reporter constructs were either mock-treated or methylated in vitro with M.SssI methylase (NEB) for at least 4 h at 37 °C and purified with PureLink PCR Purification Kit (Qiagen). E16.5 mouse cortical neurons were seeded at 3 × 10^5^/well in 24-well plates overnight, then transfected with 0.3 μg of reporter constructs and 0.02 μg of firefly luciferase control vector pGL 4.13 (Promega) using Lipofectamine 3000 (Invitrogen). For each sample, triplicate transfections were carried out. 48 h after transfection, cell lysates and the medium were assayed for luciferase activity by Dual Luciferase Reporter Assay (Promega). Lucia luciferase activity of individual transfections was normalized to firefly luciferase activity and analyzed relatively to empty pCpG-free promoter vector^49^.

### qRT-PCR analysis

Total RNA was extracted using the RNeasy kit (Qiagen) and cDNA was generated using a high-capacity cDNA reverse transcription kit (Applied Biosystems). qRT-PCR experiments were performed using GoTaq® qPCR Master Mix (Promega) on StepOnePlus™ Real-Time PCR Systems. Relative expression levels were determined by comparative ∆∆Ct method with beta-actin as an internal reference control.

### Co-immunoprecipitation and western blotting

HEK293T cells were transfected with plasmids by Lipofectamine 3000 (Invitrogen) according to the manufacturer’s instructions. Cell lysis, immunoprecipitation, and western blot analysis was performed as previously described^50^. Briefly, cells were lysed in ice-cold lysis buffer (50 mM Tris-HCl (pH 7.4), 150 mM NaCl, 1% Triton X-100, 2 mM EDTA), supplemented with protease inhibitor cocktail (Thermo scientific). Immunoprecipitation was carried out by incubating specific antibody coupled Dynabeads Protein A or Protein G (Life Technologies) at 4 °C overnight. The samples were washed four times with ice-cold lysis buffer, and then suspended in 30 μl loading buffer (Life Technologies). After boiling at 95 °C for 5 min, the samples were analyzed by western blot with specific antibodies.

### ChIP-seq, ChIP-qPCR, and sequential ChIP-qPCR

Frontal cortices of adult mice (6-week old) were dissected on ice, cross-linked with 1% formaldehyde, and then neutrolized by 0.125 M glycine. Samples were lysed in lysis buffer I (50 mM HEPES-KOH, 1 mM EDTA, pH 8.0, 140 mM NaCl, 0.25% Triton X-100, 0.5% NP-40 and 10% glycerol and halt protease inhibitor cocktail), lysis buffer II (10 mM Tris-HCl, pH 8.0, 1 mM EDTA, pH 8.0, 200 mM NaCl and 0.5 mM EGTA, pH 8.0 and halt protease inhibitor cocktail), respectively. Samples were then sonicated with Covaris M2 (Covaris) into 200–700 bp. Ten percent of pre-cleared chromatin was stored as input material. The rest was incubated overnight at 4 °C with 30 μl of Dynal protein A/G magnetic beads (Life technologies) that had been pre-incubated with specific antibodies.

For EGR1 ChIP-seq, frontal cortices from 4–5 male mice at 6-week-old were used for a single ChIP experiment. The genomic DNA fragments were obtained from anti-EGR1 immunoprecipitated chromatin as mentioned above, and library construction was performed as described previously^51^. DNA in the range 270–600 bp was recovered by Pippin Prep (Sage Science), after size distribution assessment by Agilent bioanalyzer and quantification by qPCR (Kapa Library quantification kit), libraries were subjected to 100-bp paired-end read sequencing on the Illumina HiSeq 2000 platform.

For TET1 ChIP-seq, the genotype of Egr1WT and Egr1KO mice were first confirmed by genotyping PCR and western blot. Frontal cortices from two male mice at 6-week-old were used for a single ChIP experiment. The genomic DNA fragments were obtained from anti-TET1 immunoprecipitated chromatin as mentioned above, and the library construction was performed as described above. The libraries were subjected to 150-bp paired-end read sequencing on the Illumina HiSeq 4000 platform.

For ChIP-qPCR, frontal cortices from two male mice at 6-week-old were used for a single ChIP experiment. Real-time PCR was performed using GoTaq® qPCR Master Mix (Promega) on StepOnePlus™ Real-Time PCR Systems. Antibodies used for immunoprecipitation were anti-H3K27ac (ab4729, Abcam), anti-EGR1 (sc-189, Santa Cruz Biotechnology), anti-TET1 (09–872, Millipore), anti-TET1 (61741, Active Motif) and normal rabbit IgG (sc-2027, Santa Cruz Biotechnology). Primers specific for chosen genomic regions were summarized in Supplementary Data 7.

For sequential ChIP-qPCR, frontal cortices from two wild-type male mice at 6-week-old were used for a single sequential ChIP experiment. Chromatin was prepared as described above, after chromatin immunoprecipitation with the first antibody, magnetic beads were resuspended in 1% SDS supplemented with 10 mM DTT at 37 °C for 30 min. The eluate was then diluted 20 times with dilution buffer (1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH8, 150 mM NaCl) and the second antibody was added for immunoprecipitation overnight. Beads were then washed, reverse crosslinked and DNA purified. The antibodies used were anti-EGR1 (sc-189, Santa Cruz Biotechnology), anti-TET1 (09–872, Millipore) and normal rabbit IgG (sc-2027, Santa Cruz Biotechnology).

### ChIP-seq data analysis

All reads for ChIPseq libraries were first trimmed according to their sequencing qualities, then the trimmed reads were mapped to the mouse reference (mm10) by using Bowtie^52^ with parameters “–n 2 –l 50”. EGR1 Peak calling was performed using SPP^53^ with parameters “-npeak = 300000 -p = 5 -savr -savp –rf”. The data reproducibility between biological replicates was examined following irreproducible discovery rate (IDR) framework with parameters “0 F signal.value”^54^. The IDR threshold was set as 2%, which is recommended by ENCODE. The reported peaks were produced by merging highly reproducible peaks of biological replicates. The top 200 most significant peaks were selected for de novo motif discovery using MEME Suite^55^. Known motif enrichment analysis was performed using the script findMotifs.pl in HOMER with parameter “–mset vertebrates”. TET1 peaks were determined with MACS2 using broad parameters including the cutoff for fold change as 2 and the cutoff for *q* value as 1E-5.

### Methylome analysis to identify bipolar methylated loci

The bipolar DNA methylation inference was performed by pooling all human and mouse brain methylome datasets together, respectively, and then bipolar DNA methylation loci with at least 100Xs read coverage were identified following the procedure described previously^29^. After merging of the overlapped loci, a total of 39,114 and 21,946 bipolar DNA methylation loci were identified for human and mouse brain methylomes, respectively.

### RRBS library construction and data analysis

Genomic DNA from mouse frontal cortex was extracted using AllPrep DNA/RNA/miRNA Universal Kit (Qiagen). Five microgram mouse genomic DNA was spiked with 0.02% unmethylated cl857 Sam7 Lambda DNA (Promega) and sonicated into 200 bp fragments with Covaris M2 (Covaris). After purification (PureLink PCR Purification Kit, Invitrogen), DNA fragments were then subjected to end repair with the end repair enzyme mix (NEB), dA tailing using Klenow 3′-5′ exo- (NEB) with purification at each step. Ligation with cytosine-methylated Illumina TruSeq DNA adapters were performed at 16 °C using T4 DNA ligase (NEB) overnight. The adapter-ligated DNA was then digested with MseI and MluCI (NEB) at 37 °C for 1 h. After purification, DNA fragments were subject to bisulfite conversion using the EpiTect Bisulfite Kit (Qiagen). After bisulfite conversion, the single-stranded uracil-containing DNA was subjected to 12 cycles of PCR reaction with Illumina TruSeq PCR primers and 2.5 U Pfu TurboCx Hotstart DNA polymerase (Agilent) to recover enough DNA for sequencing on Hiseq 4000 platform with 75 bp paired end mode (Illumina).

Sequencing bases with low quality in reads were trimmed by a customized Perl script. Adapters in reads were removed by Cutadapt. After trimming, sequencing reads were mapped to mm10 using Bismark with Bowtie2 and duplication reads were removed by a customized Perl script. Fisher Exact test was used to evaluate the significance of differential methylation on CpG site^17^. In order to control FDR, a sequential permutation method is employed^56^. A total of 1,000 permutations were performed for each CpG site. The number of true null hypotheses (m0) was estimated by a histogram method^17^. Based on the estimated m0, the adjusted p-value for each CpG site was calculated. DMSs were identified with adjusted p-value lower than or equal to 0.05. To determine DMRs, we developed a two-step approach. First, any two adjacent DMSs with at most 500 bp distance were merged into a cluster. In each of clusters which include at least 5 CpG sites, at least 80% of DMSs are prone to be methylated or unmethylated in one of the conditions. All clusters filled requirements above will be considered as DMR candidates. Second, at least 80% of CpG sites in a candidate DMR are prone to be methylated or unmethylated in one of conditions and each CpG site was required to have at least 0.1 methylation differences.

### RNA-seq library construction and data analysis

Total RNA from mouse frontal cortex was extracted using AllPrep DNA/RNA/miRNA Universal Kit (Qiagen). RNA-seq libraries were constructed using the TruSeq Stranded mRNA Library Preparation Kit (Illumina) following the manufacturer’s instructions. Briefly, the polyA-containing mRNA molecules were enriched from 500 ng total RNA via two rolls of oligo-dT magnetic beads purification. The resultant mRNA was fragmented and primed into first strand cDNA using reverse transcriptase and random primers, followed by the removal of the RNA template and synthesis of the second strand to generate blunt-ended ds cDNA. Then a single ‘A’ nucleotide was added to the 3′ ends of the blunt fragments and indexing adapter was ligated to the ends of the ds cDNA. Those DNA fragments with adapter molecules on both ends were enriched by PCR amplification for 12 cycles. After Ampure XP beads purification, the PCR product was size-selected with the range from 220 to 500 bp on 2% dye-free agarose gel using pippin recovery system (Sage Science). The recovered libraries were sequenced on Hiseq 4000 platform with 75 bp paired end mode (Illumina). After trimming bases of low quality and removing adapters, reads were mapped to mm10 by RSEM^57^ with Bowtie2. The raw counts were employed to identify differentially expression genes by DESeq2^58^. The definition of differentially expression genes includes two requirements: (1) the *p*-value adjusted is less than 0.05, and (2) there are at least 1.5 fold changes. The visualized data normalized to 1 million was generated by Bedtools^59^.

### GO analysis

GO analysis was performed via the Gene Functional Annotation Tool at the DAVID^60^ website (https://david.ncifcrf.gov/, version 6.8). Default parameters were used for the enrichment analysis for BP, cellular component (CC), and molecular function (MF). The resulting GO terms and the corresponding *p*-values were then processed using REVIGO^61^ to remove redundancy. The ten most significant BP categories were shown.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Source Data

## Data Availability

The datasets generated during and/or analysed during the current study are available in the NCBI Gene Expression Ominibus (GEO), GSE108768 (including GSE108750, GSE108762, and GSE124671). Publicly available brain “omics” data used in this manuscript are summarized in Supplementary Data 8. The full and original western blots used for Fig. 2 and Supplementary Fig. 9 are provided in Source Data file.

# Supplementary material for: EGR1 recruits TET1 to shape the brain methylome during development and upon neuronal activity
**Source:** Nat Commun. 2019 Aug 29;10:3892. doi: 10.1038/s41467-019-11905-3
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**EGR1 Recruits TET1 to Shape the Brain Methylome during Development and upon Neuronal Activity**

**Contents:**

Supplementary Figures 1-23

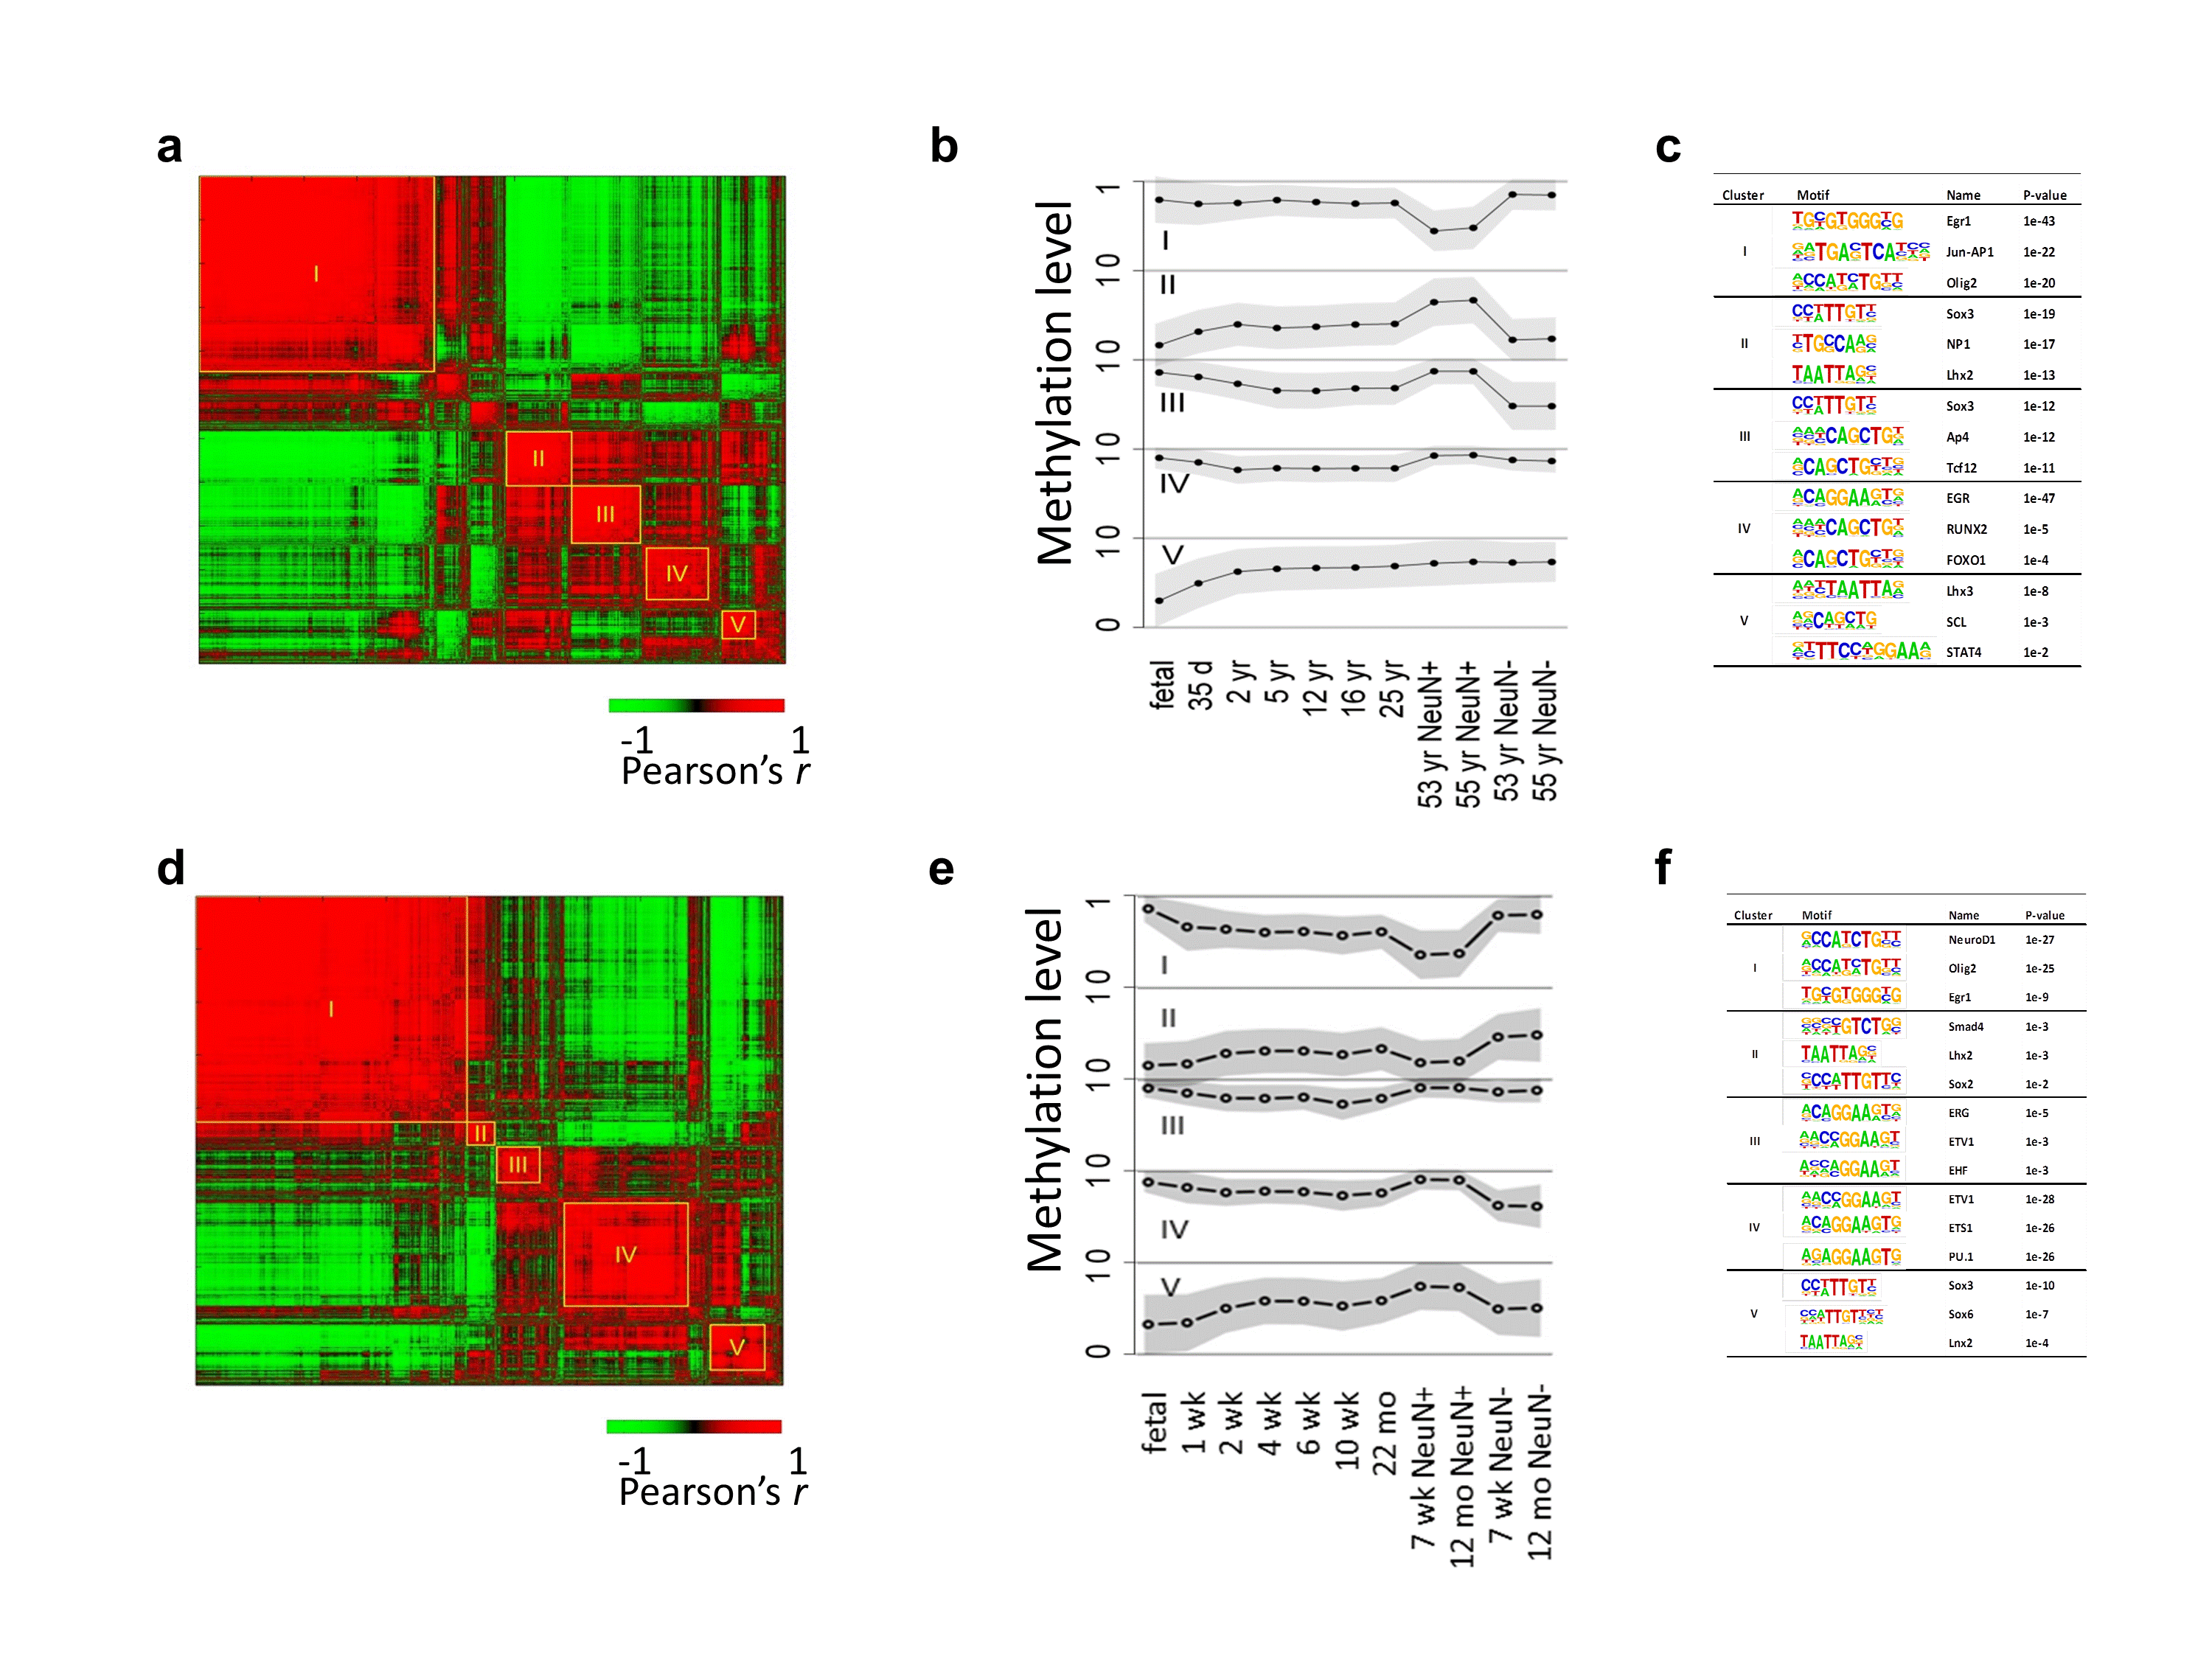

**Supplementary** **Figure 1. Co-methylation analysis of bipolar methylated loci during mouse and human brain development.** (a, d) Heatmaps displaying the hierarchical clustering of human and mouse bipolar methylated loci, respectively. The top five largest co-methylated modules are marked with yellow squares. (b, e) The methylation level distributions of five co-methylated modules for human and mouse, respectively. The black solid line shows the average, and the grey color shows the standard deviation. (c, f) Top TF motifs enriched in each module identified in human and mouse brain methylomes, respectively (for the full lists, see **Supplementary Table 1**).

**
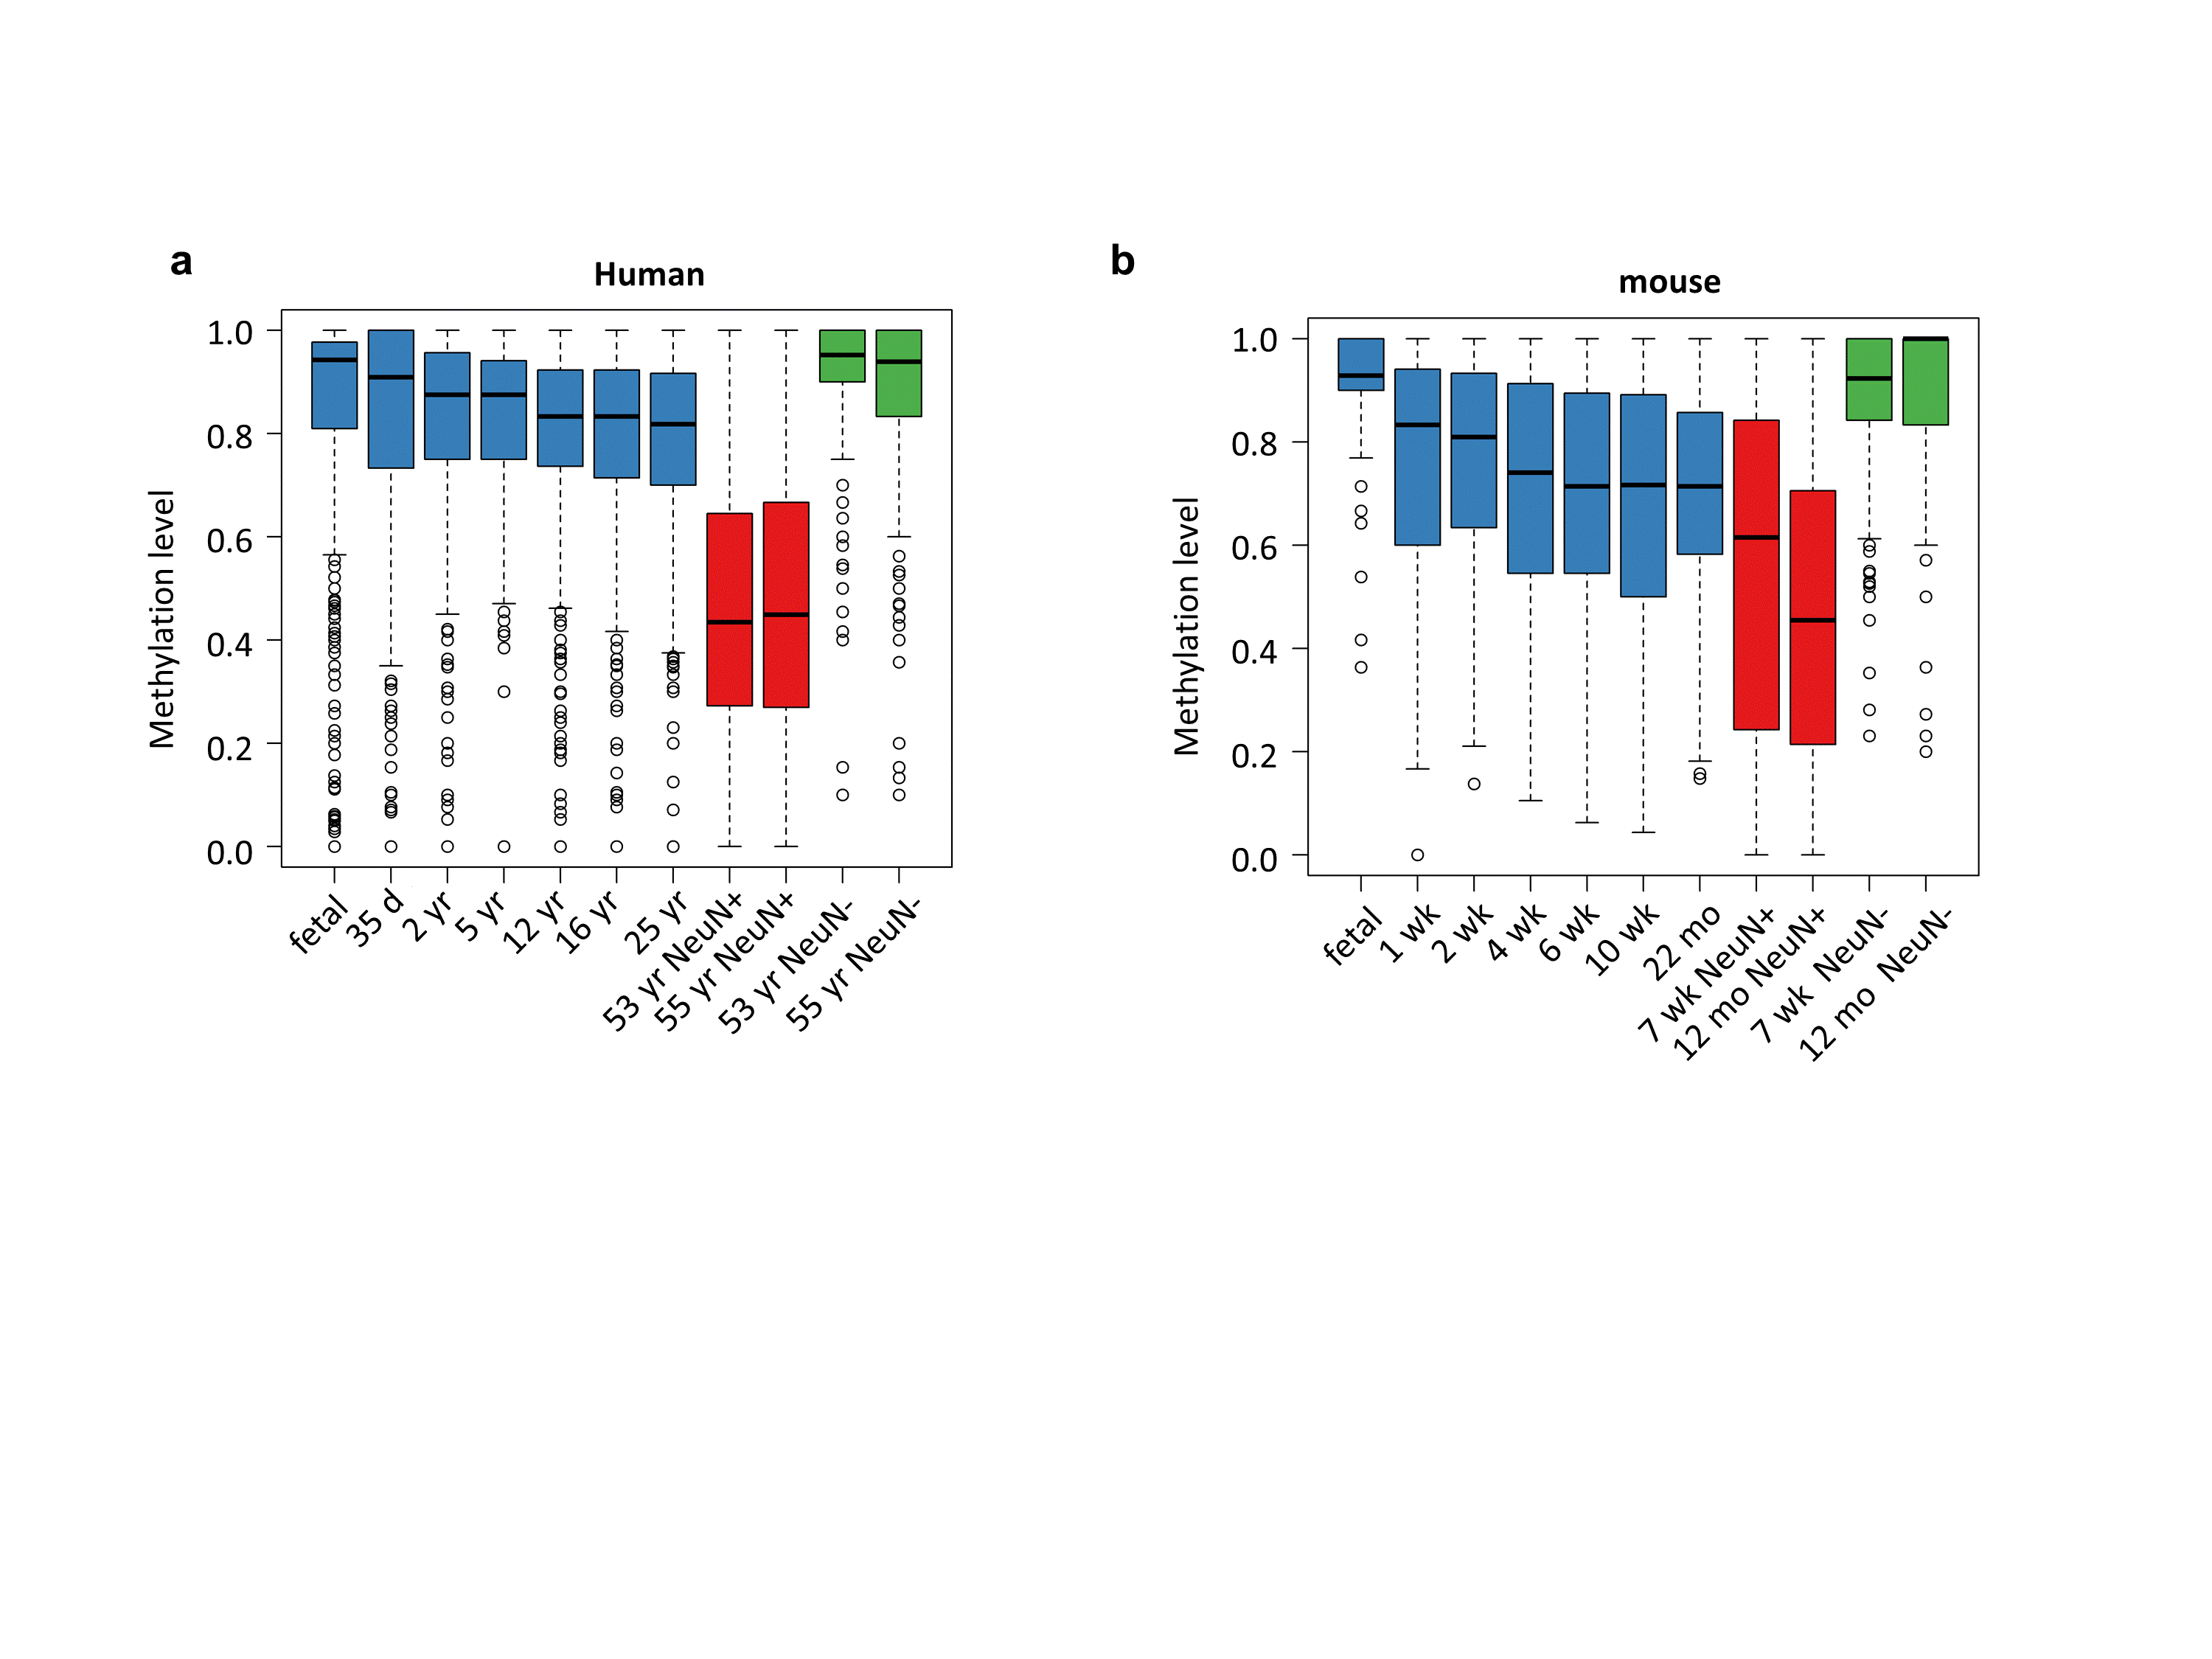
**

**Supplementary Figure 2. Methylation profiles of EGR1 binding sites predicted within co-methylation module I.** The methylation profiles of the predicted EGR1 binding sites during human (a) and mouse (b) brain development and cell specifications. Only binding sites with at least ten methylation calls in every methylome were included.

**
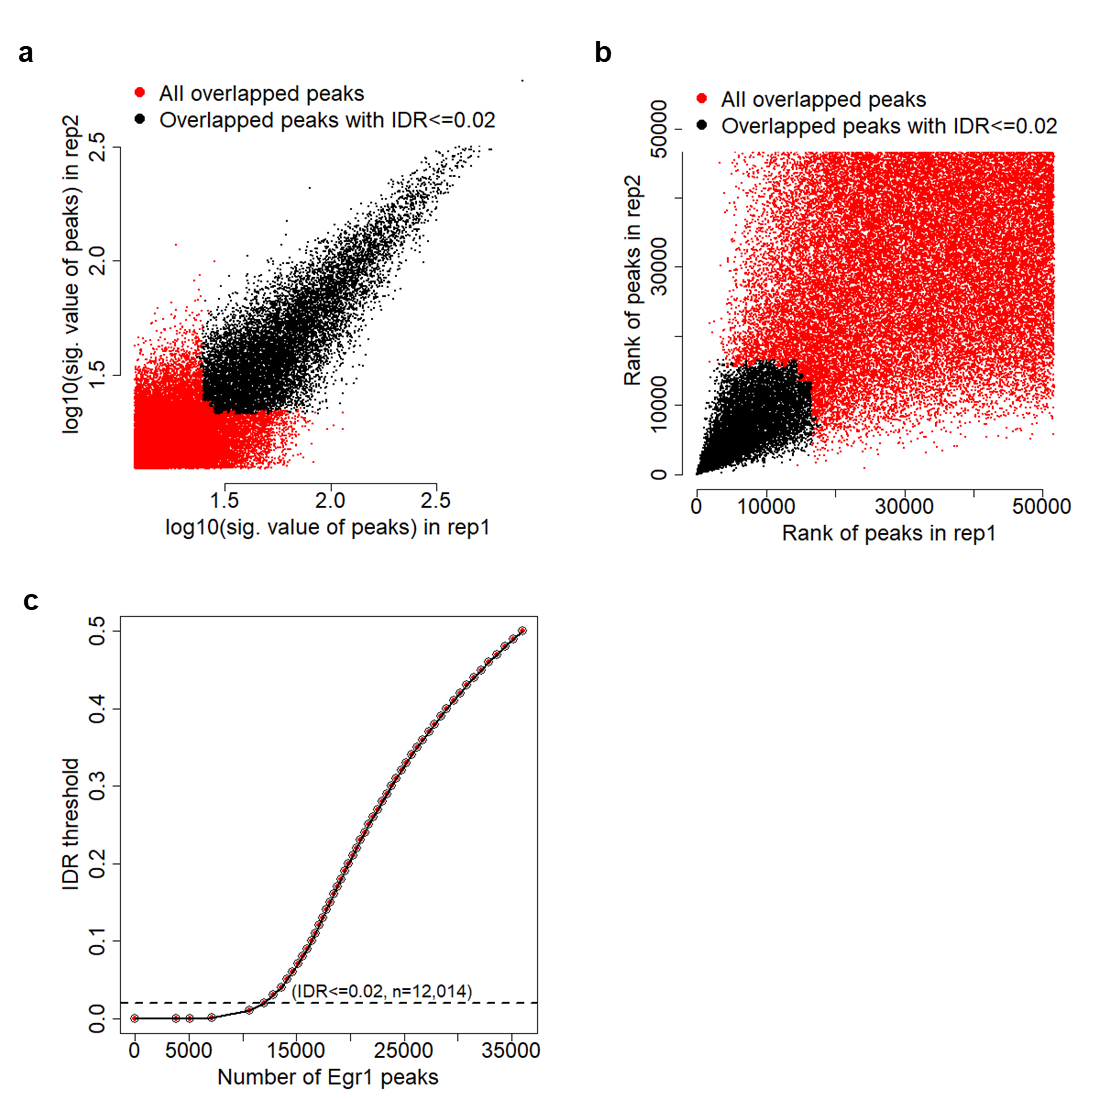
**

**Supplementary Figure 3. Consistency of two biological replicates for EGR1 ChIP-Seq assays.** (a) Scatter plots of signal scores for peaks that overlap in two biological replicates. IDR: irreproducible discovery rate. (b) Scatter plots of ranks for peaks that overlap in two biological replicates. Note that low ranks correspond to high signals, and vice versa. (c) The estimated IDR as a function of different rank thresholds. (a, b) Black data points represent peak pairs that pass an IDR threshold of 2%, whereas the red data points represent peak pairs that do not pass the IDR threshold of 2%. Two EGR1 ChIP-seq replicates show high reproducibility with 12,014 peaks passing 2% IDR threshold.

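The deposited IDR of the peaks ran from 3.59e-09 to 0.02, and 88.6% of the peaks had an IDR of 0.01 or less. When the peaks were ranked by IDR and cut into 10 groups of equal size, 46.6% of the group with the lowest IDR held GCGKGGGCG and 6.3% of the group with the highest. The share with a centre within 2 kb of a TSS was 86.2% in the group with the lowest IDR and 49.4% in the group with the highest. The median width was 182.0 bp in the first of these groups and 255.0 bp in the last. Keeping only peaks on the autosomes and X left 11938. The values of each replicate behind Supplementary Fig. 3 are not in the files analysed here.

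**Figure D6:**
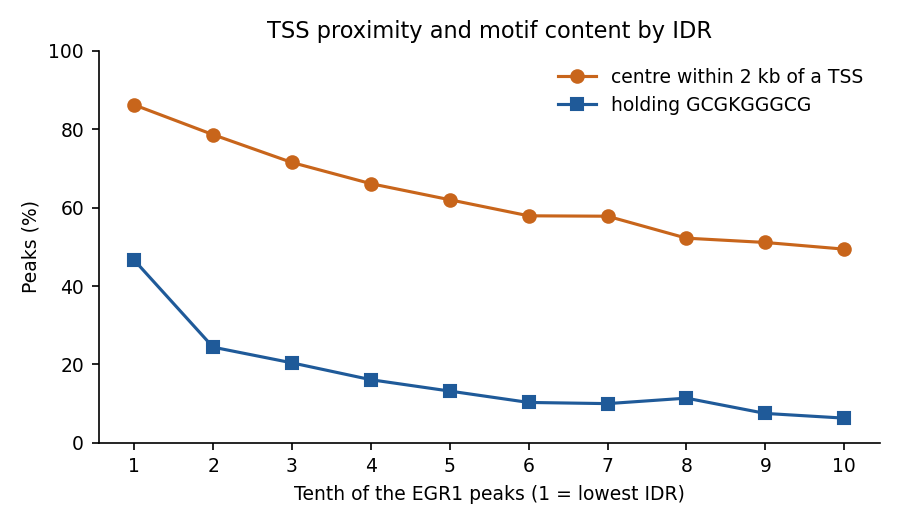
Percent of EGR1 peaks within 2 kb of a TSS (orange circles) and holding GCGKGGGCG (blue squares) in 10 groups of peaks ordered by IDR, with the lowest IDR at the left of the horizontal axis. TSS proximity falls from 86.2 to 49.4% and motif content from 46.6 to 6.3%.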

**
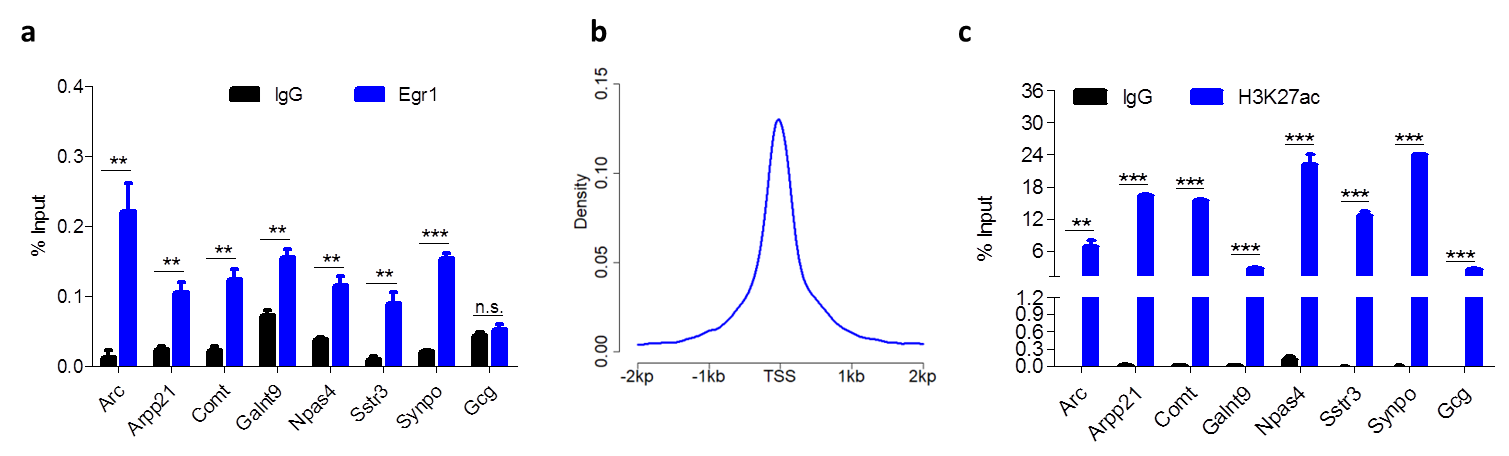
**

**Supplementary Figure 4. Enrichment of EGR1 peaks around TSS and ChIP-qPCR validation for EGR1 binding and histone mark H3K27ac.** (a, c) ChIP-qPCR analysis for EGR1 (a) and H3K27ac (c) at eight genomic regions. *Arc* and *Gcg* are positive and negative controls for EGR1 binding, respectively. (b) Enrichment of EGR1 peaks around TSS. Analysis is by t-test, *, p<0.05, **, p<0.01, ***, p<0.001. n.s., not significant. Error bars ± standard deviation (s.d.) from three technical replicates.

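The centre of 42.4% of the EGR1 peaks was within 250 bp of a TSS, which is 22.9 times the share of the random placements. A further 8.9% lay 250 to 500 bp away, 6.9% from 500 to 1000 bp and 5.1% from 1000 to 2000 bp, and in the last of these ranges the ratio to random placement was 1.0. Beyond 2 kb the ratio fell under 1, to 0.7 from 2000 to 5000 bp and 0.5 from 5000 to 10000 bp. With a limit of 1 kb in place of 2 kb, the share of peaks near a TSS was 58.2%, against 6.5% of the placements (permutation test, p = 0.002, the smallest that 1000 placements allow).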

**
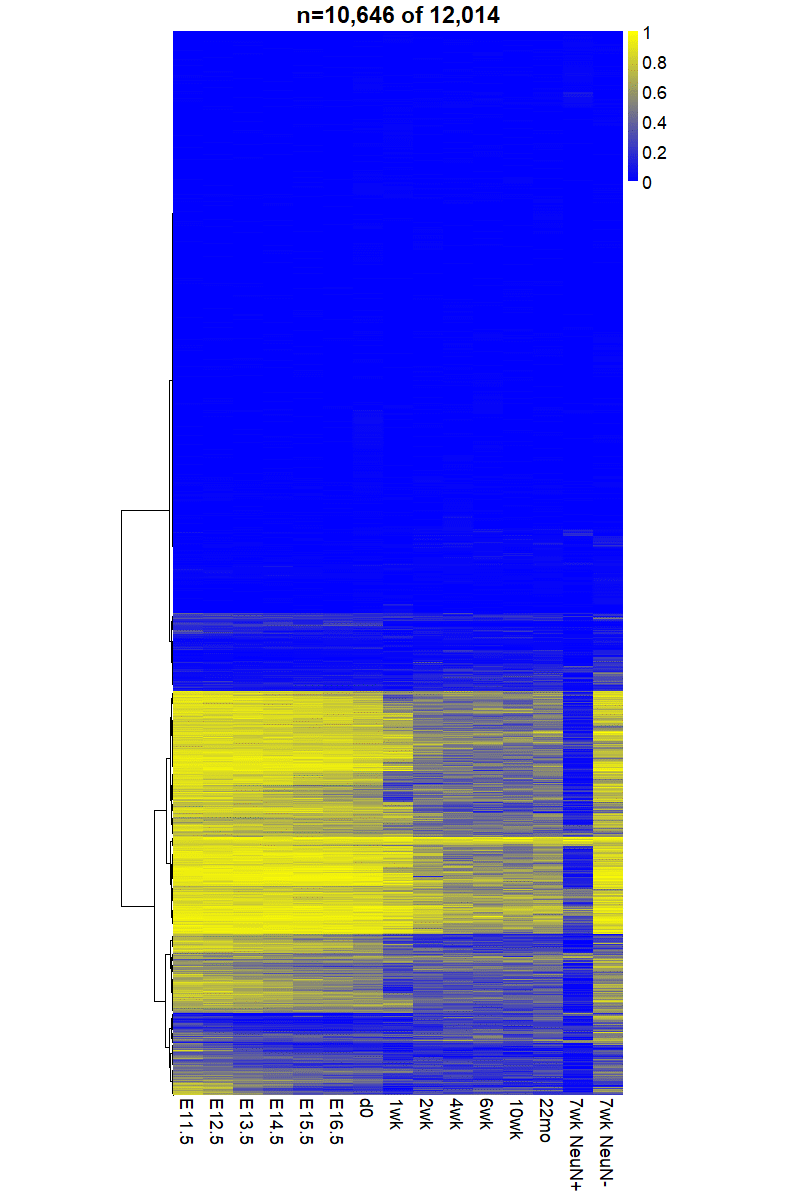
**

**Supplementary Figure 5. Methylation profiles of EGR1 peaks during mouse brain development.** Methylation profiles of EGR1 peaks in mouse frontal cortices from embryonic day 11.5 to 22 months, neuron and glia at 7 weeks. The average of methylation levels within EGR1 binding sites were calculated based on CpG sites with at least 5 reads covered. EGR1 binding sites with missing data in any of the 15 samples were discarded.

**
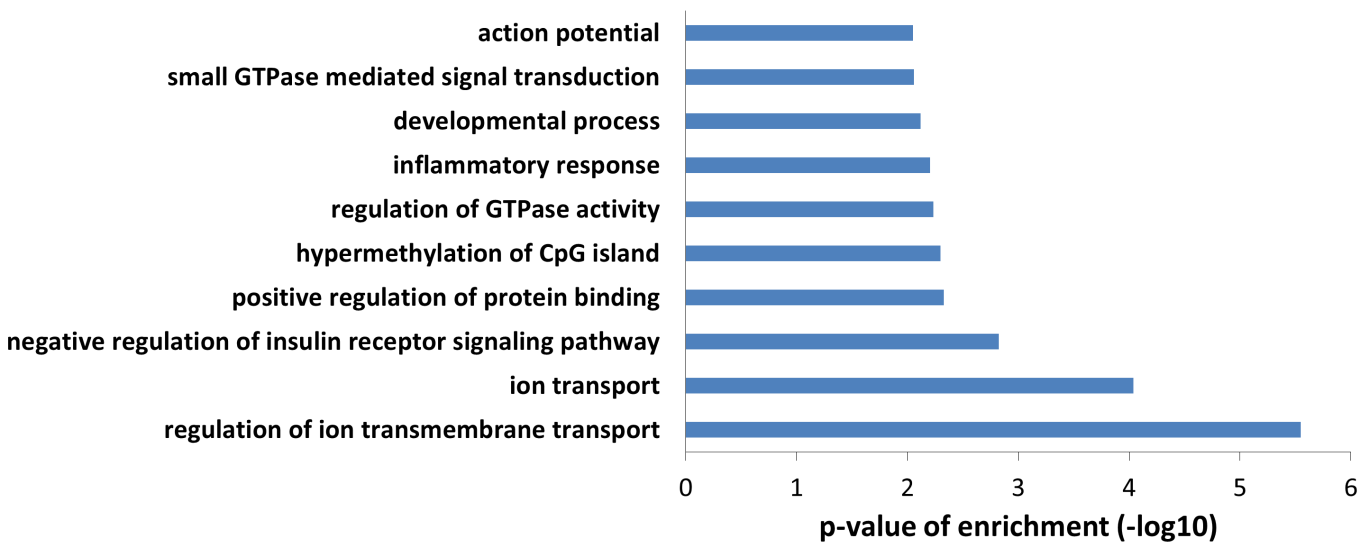
**

**Supplementary Figure 6. GO analysis for genes (n = 598, which have been annotated by DAVID) with TSS flanking 10 kb of EGR1 peaks.** Genes were identified with 1,925 EGR1 peaks which show decreased methylation during frontal cortex development and hypomethylated in adult neurons compared to that in adult glial cells

**
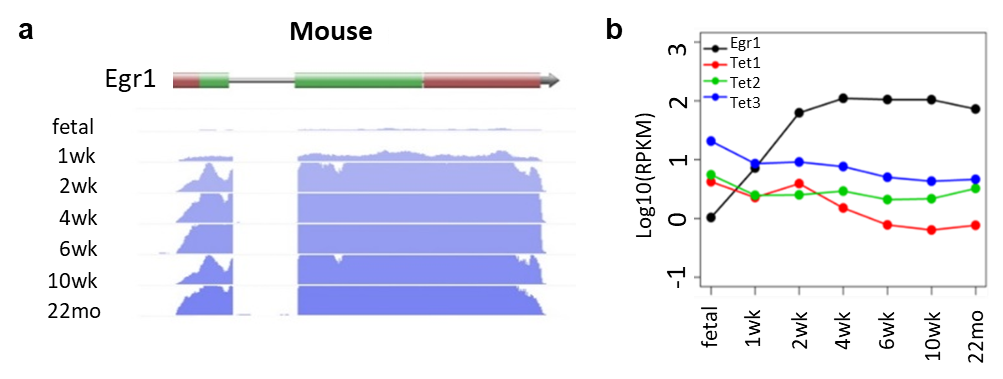
**

**Supplementary Figure 7. Expression profiles of *Egr1*, *Tet* genes during mouse brain development.** (a) Transcript abundance for *Egr1* and (b) three *Tet* genes based on RNA-Seq data for frontal cortices during mouse brain development. RPKM, reads per kilobase of exon per million fragments mapped.

**
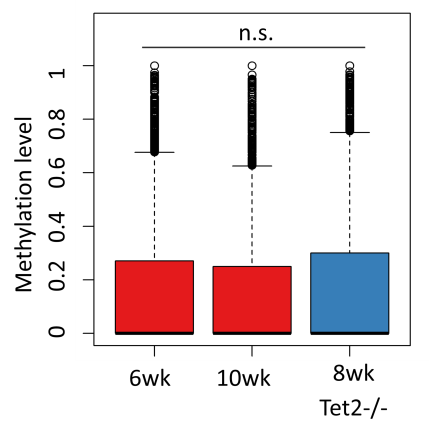
**

**Supplementary Figure 8. Methylation profiles of EGR1 binding sites in frontal cortices of wild type mice at 6-week, 10-week, and Tet2 knockout (Tet2-/-) mice at 8-week.** n.s., not significant.

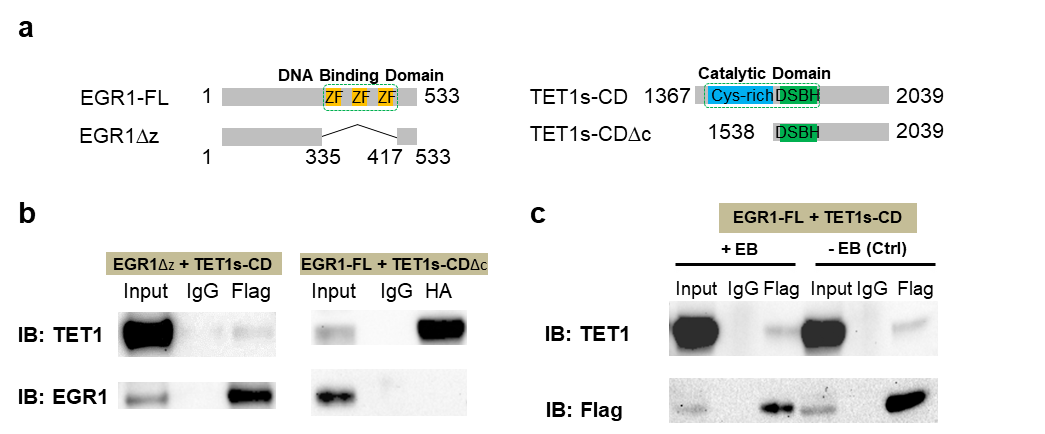

**Supplementary Figure 9. Interaction between EGR1 and TET proteins by co-immunoprecipitation.** (a) Diagrams show EGR1-FL (533 aa), EGR1∆z (residues 1-335, 417-533) with 81 aa removed to delete the zinc finger domain, TET1s-CD (residues 1367-2039) and TET1s-CD∆c(residues 1538-2039) with 171 aa removed to delete the cystine-rich domain. (b) Co-immunoprecipitation of EGR1∆z and TET1s-CD (right) and EGR1-FL and TET1s-CD∆c. (c) Co-immunoprecipitation of EGR1-FL and TET1s-CD with (right) and without (left) the presence of ethidium bromide (EB). Source data are provided as a Source Data file.

**
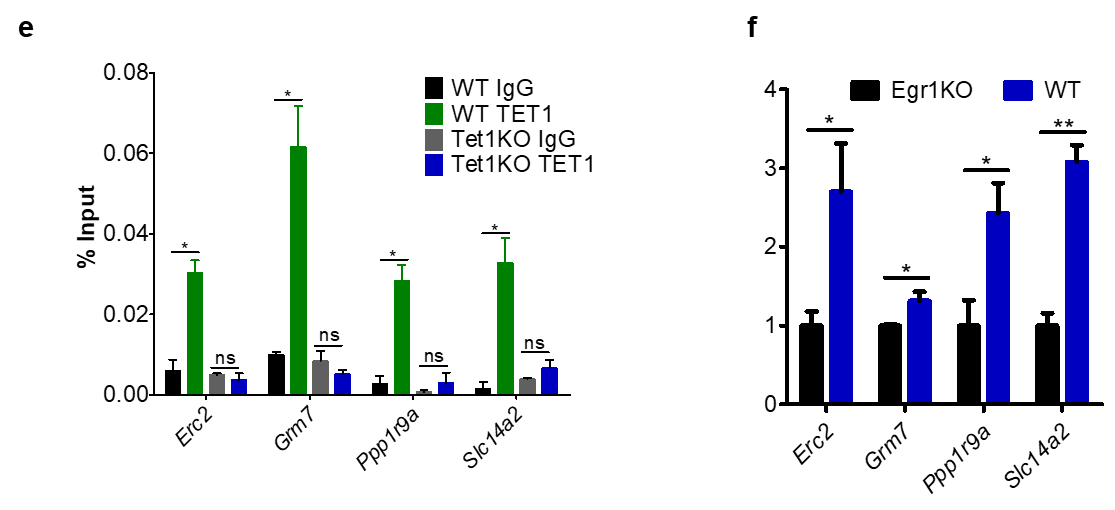
**

**Supplementary Figure 10. The overlapping rate of TET1 ChIP-seq libraries and the genome distribution of TET1 ChIP-seq peaks.** (a&b) The overlapping statuses of TET1 ChIP-seq peaks between two biological replicates generated with antibodies 5D6 and 91171 (Active Motif) for mouse frontal cortices from Egr1KO (left) and WT (right) mice. (c&d) The genome distribution of TET1 ChIP-seq peaks identified for mouse frontal cortices from Egr1KO (left) and WT (right) mice. (e) TET1 ChIP-qPCR in the frontal cortices of Tet1WT and Tet1KO mice. (f) TET1 ChIP-qPCR in the frontal cortices of Egr1WT and Egr1KO mice. TET1 enrichment in the frontal cortices of Egr1WT is normalized to the enrichment in Egr1KO mice. ChIP-seq TET1 antibody 5D6 (61741, Active Motif) was used for figures e and f. Analysis is by t-test, *, p<0.05, **, p<0.01, ***, p<0.001. ns, not significant. Error bars ± standard deviation (s.d.) from three technical replicates.

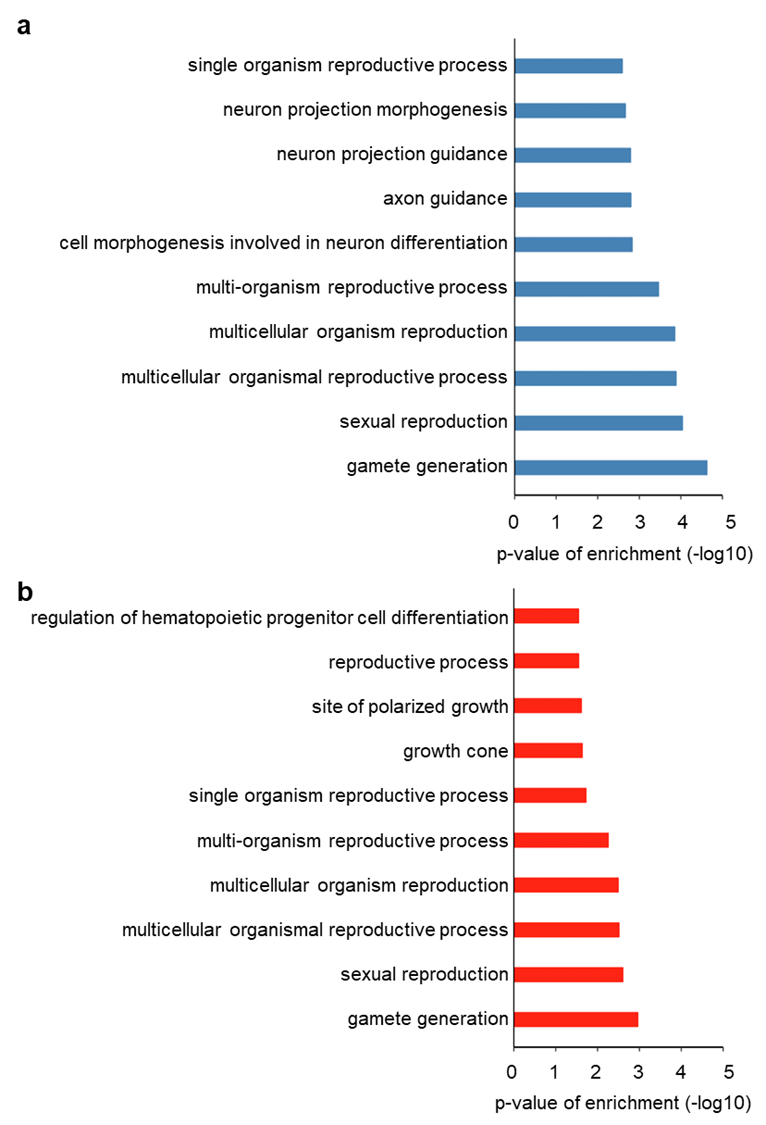

**Supplementary Figure 11. GO annotation of genes associated with TET1 ChIP peaks identified for mouse frontal cortices from WT (a) and Egr1KO (b) mice.**

**Supplementary Figure 12. Characterizations of primary culture of mouse cortical neurons isolated at E16.5.** E16.5 mouse cortical neurons were cultured *in vitro* for 7 days and co-immunostained with Tuj-1 and GFAP. Images from two view fields were shown (scale bar=200µm).

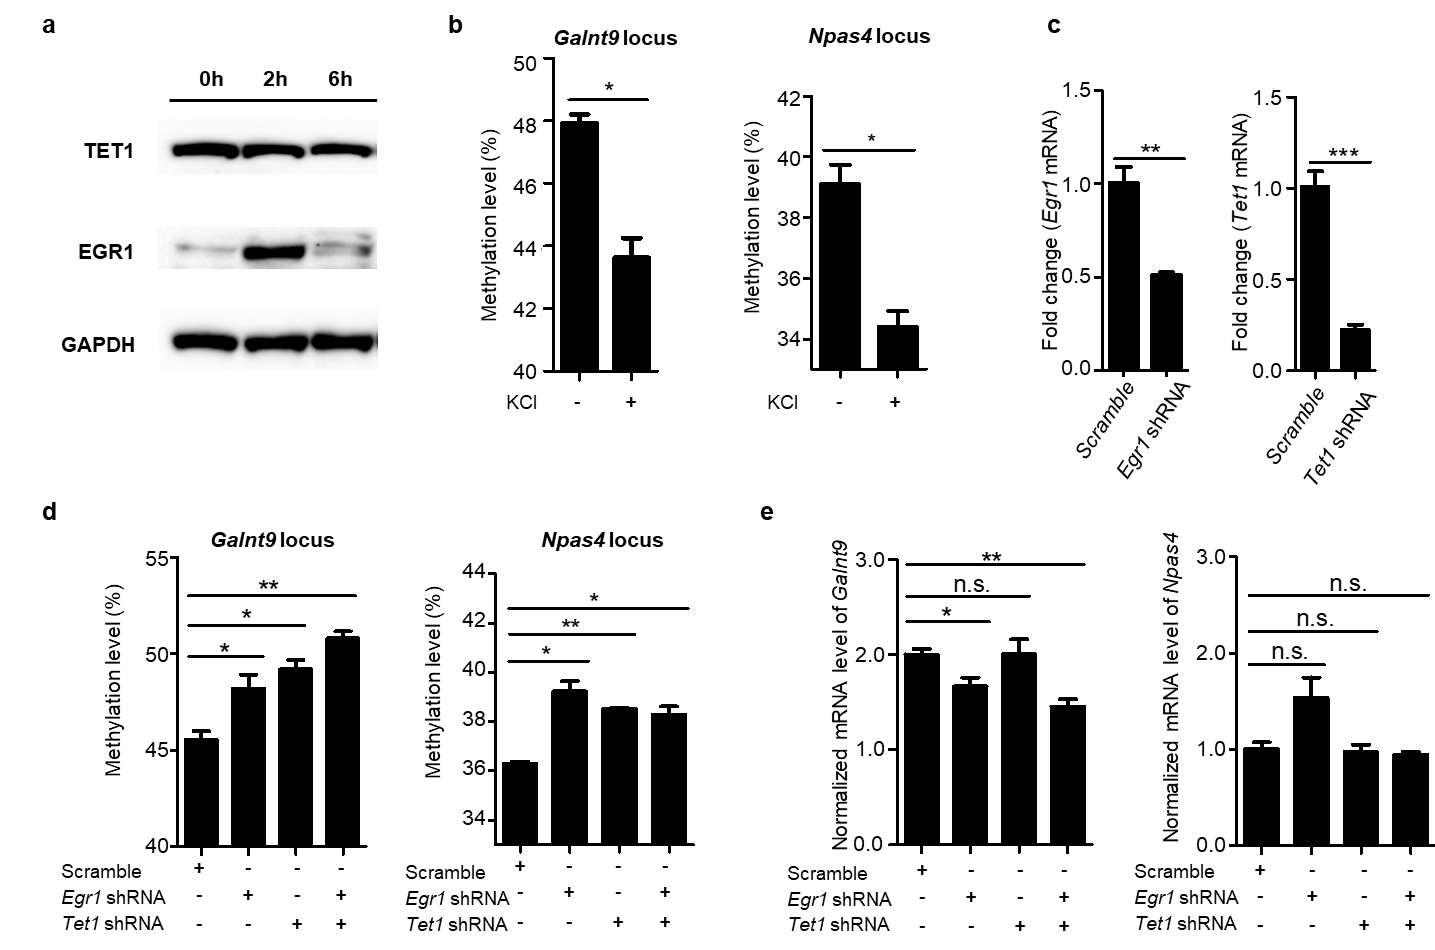

**Supplementary Figure 13. Epigenetic regulation of EGR1 and TET1 on its target loci.** (a) The time-course expression of EGR1 and TET1 proteins in E16.5 cortical neurons upon KCl stimulation. GAPDH serves as a loading control. (b) Methylation changes of *Galnt9* and *Npas4* loci upon KCl stimulation. (c) Knockdown of *Egr1* and *Tet1* in E16.5 cortical neurons via lentivirus-mediated delivery of shRNA. (d) Methylation level of Galnt9 and Npas4 loci determined by pyrosequencing and (e) expression level of *Galnt9* and *Npas4* mRNA determined by qRT-PCR in E16.5 cortical neurons under different knockdown conditions. P-values were determined by t-test, *, P<0.05, **, P<0.01. ***, p<0.001. Values represent mean ± SD from three biological replicates.

**
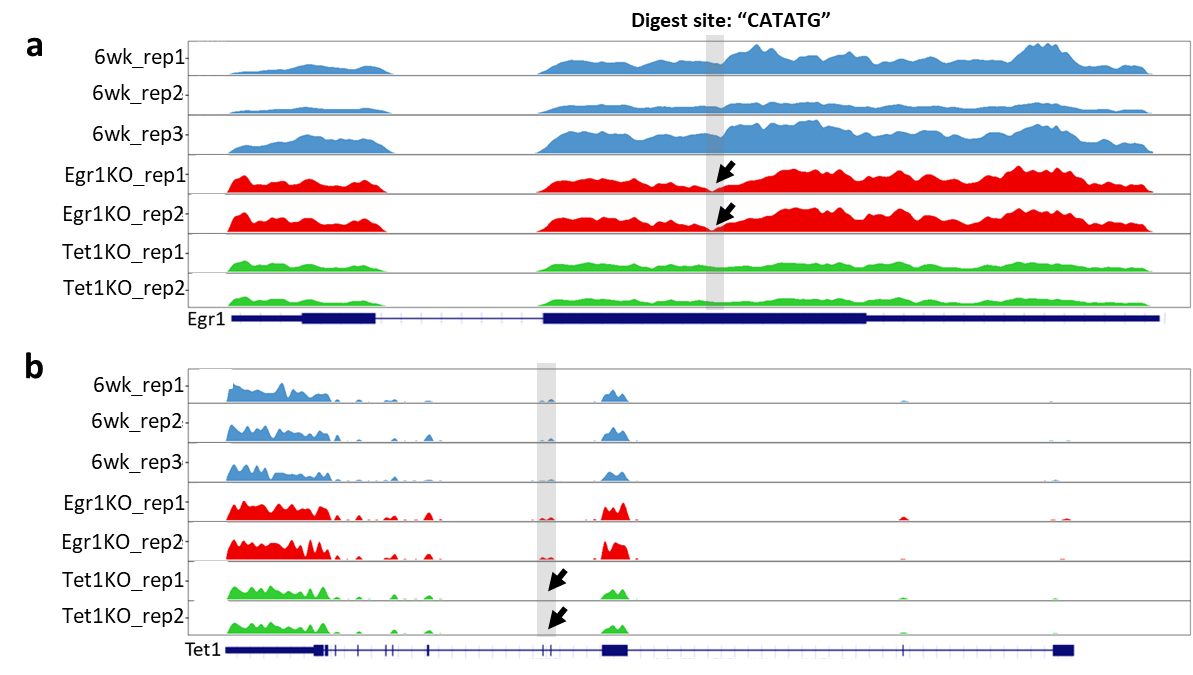
**

**Supplementary Figure 14. Visualization of read coverage along (a) *Egr1* and (b) *Tet1* genes.** Gray boxes highlight the genomic regions and black arrows indicate specific genetic aberrations in the genomes of Egr1KO and Tet1KO mice.

**
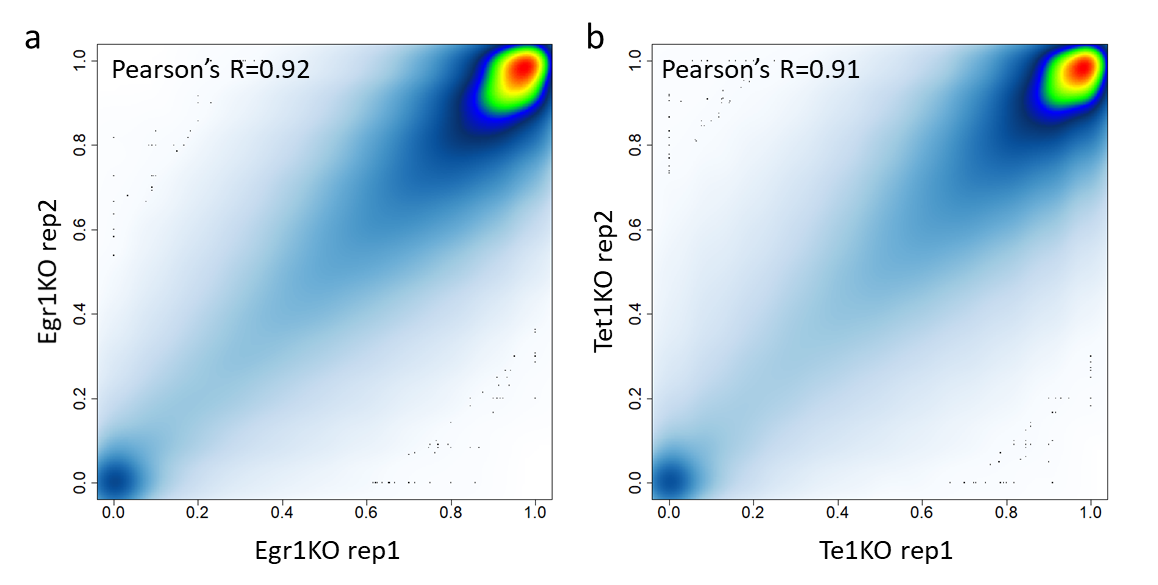
**

**Supplementary Figure 15. Consistency of methylation on pairwise replicate.** Consistency of RRBS-seq for two biological replicates of (a) Egr1KO mice and (b) Tet1KO mice. Methylation levels were calculated with CpG sites with at least 10 reads covered. Colors represent the density of CpG sites, in which red color denotes high density and blue color denotes low density. Black points represent the areas of lowest regional density.

**
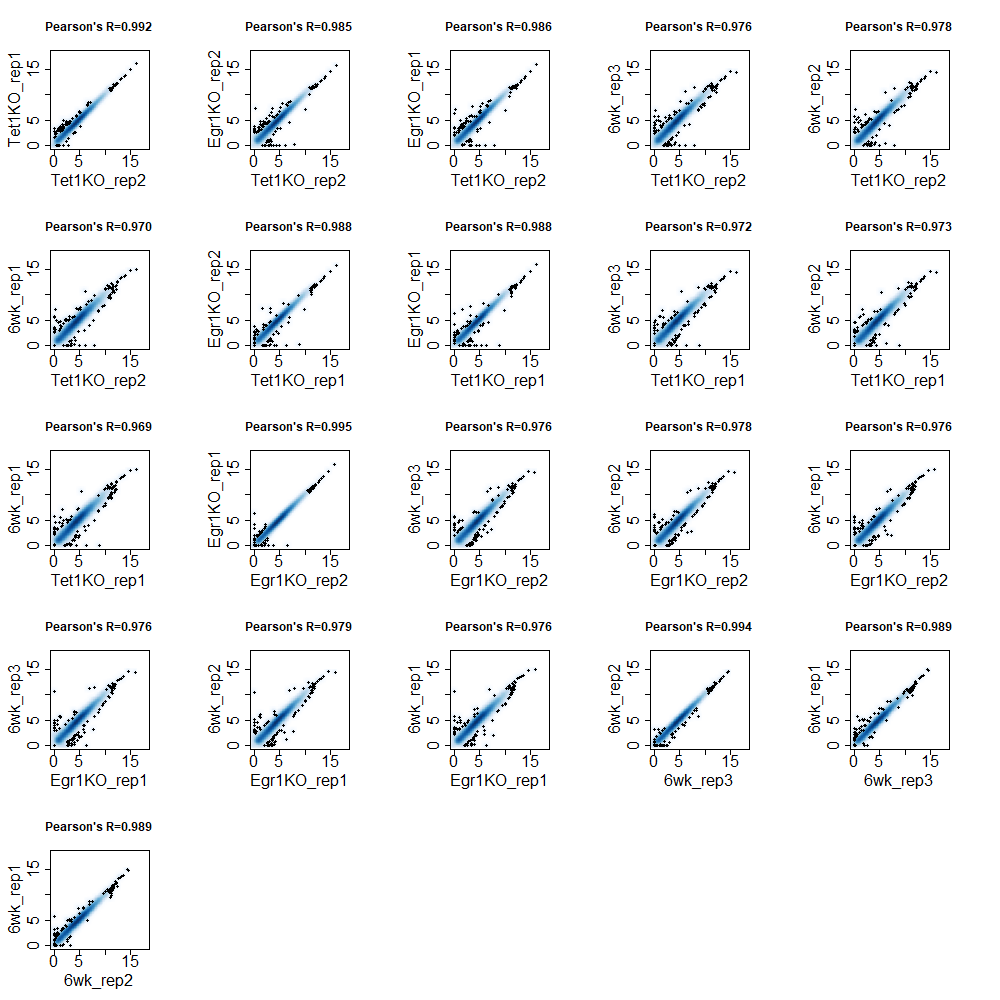
**

**Supplementary Figure 16. Correlation analysis of the transcriptomes derived from the frontal cortices of Egr1KO, Tet1KO and wild type mice.** Scatter plots represent the correlations of any sample pair. Each black point denotes a gene. Dark blue denotes high density of points. The expression level for each gene was presented by log2TPM. Two biological replicates were included in the analyses for Egr1KO or Tet1KO mice and three biological replicates were included for age/gender-matched wild type mice.

**
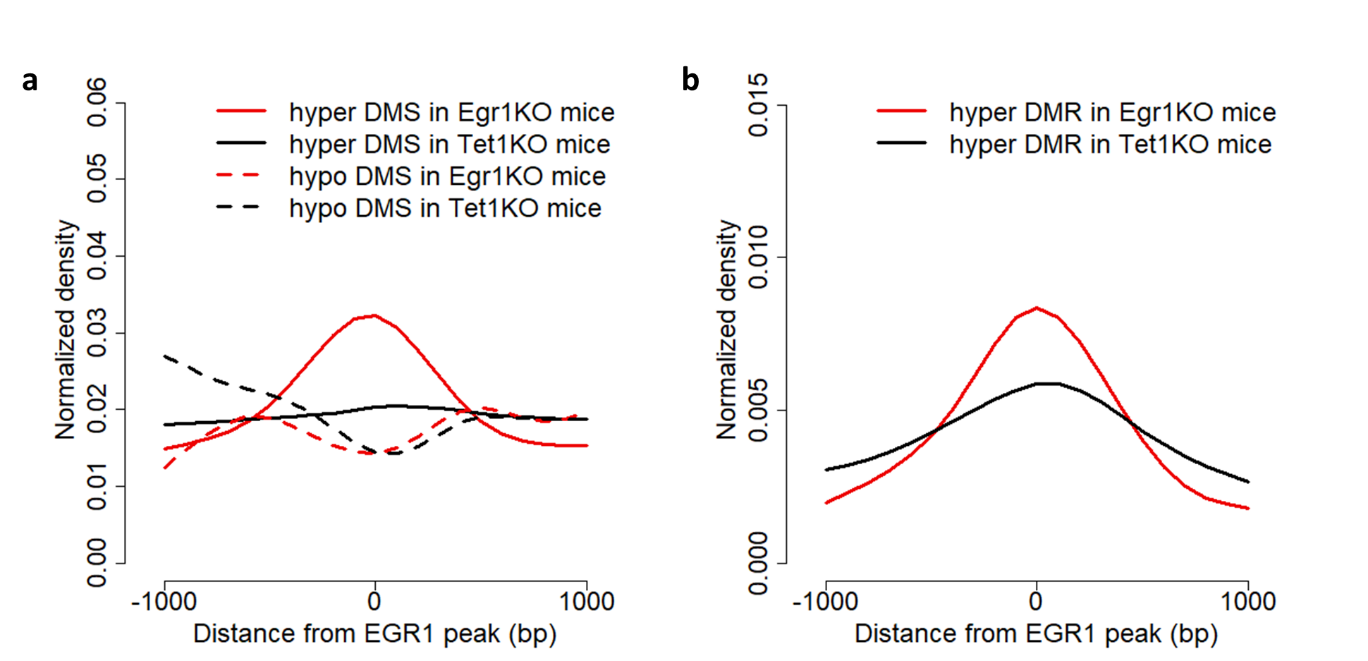
**

**Supplementary Figure 17. Distribution of (a) differentially methylated CpG sites (DMSs) and (b) differentially methylated regions (DMRs) surrounding EGR1 binding sites.** Red color and black color represent differentially methylated loci from Egr1KO mice and Tet1KO mice, respectively. Solid line and dash line denote hypermethylated loci and hypomethylated loci, respectively.

**
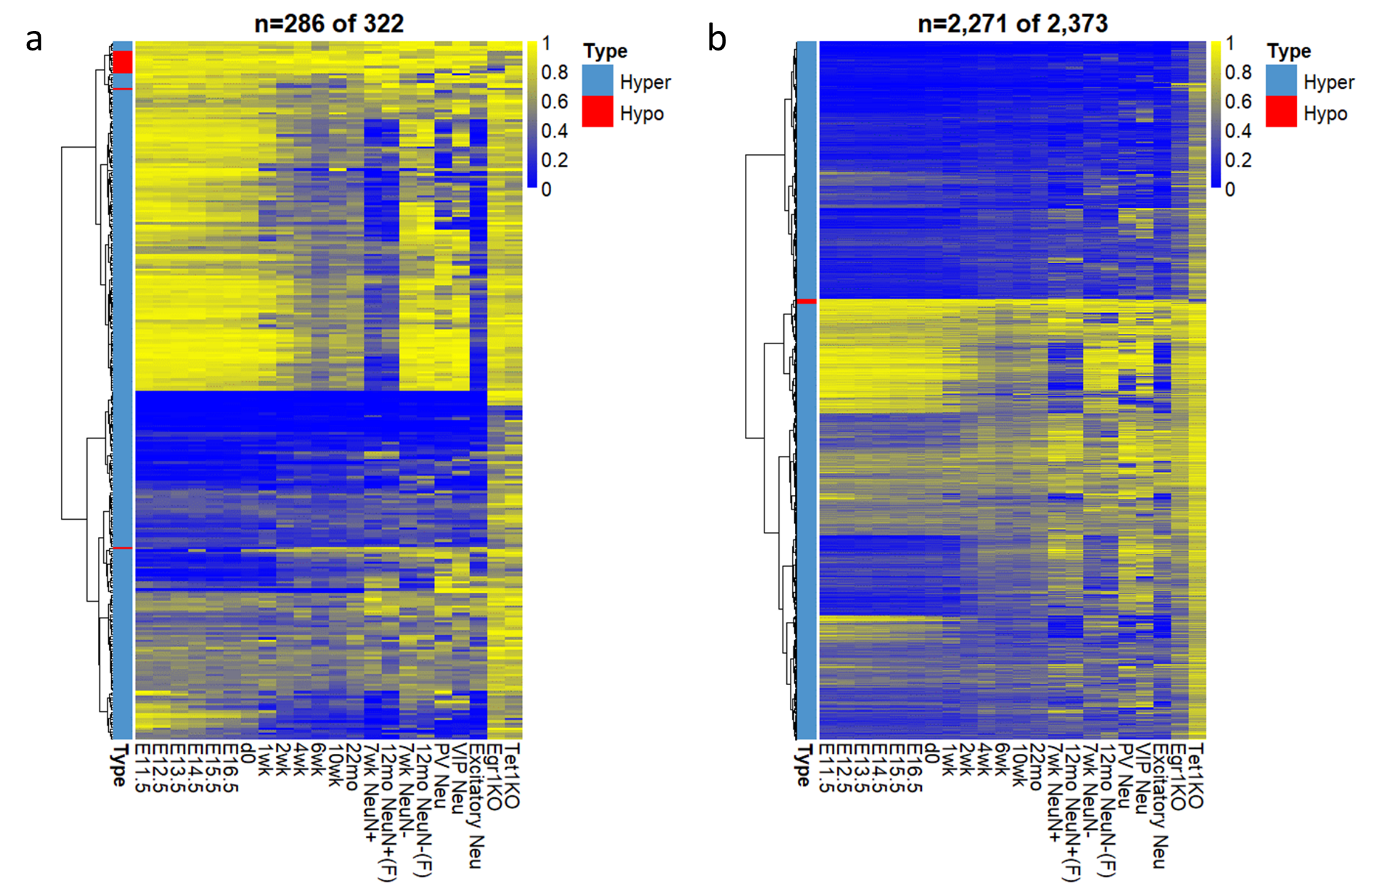
**

**Supplementary Figure 18. Methylation profiles of DMRs identified from (a) Egr1KO mice and in (b) Tet1KO mice during mouse brain development and cell types.** The average of methylation levels within DMRs were calculated with CpG sites with at least 5 reads covered. Blue and red color bars represent hypermethylated and hypomethylated DMRs, respectively.

**
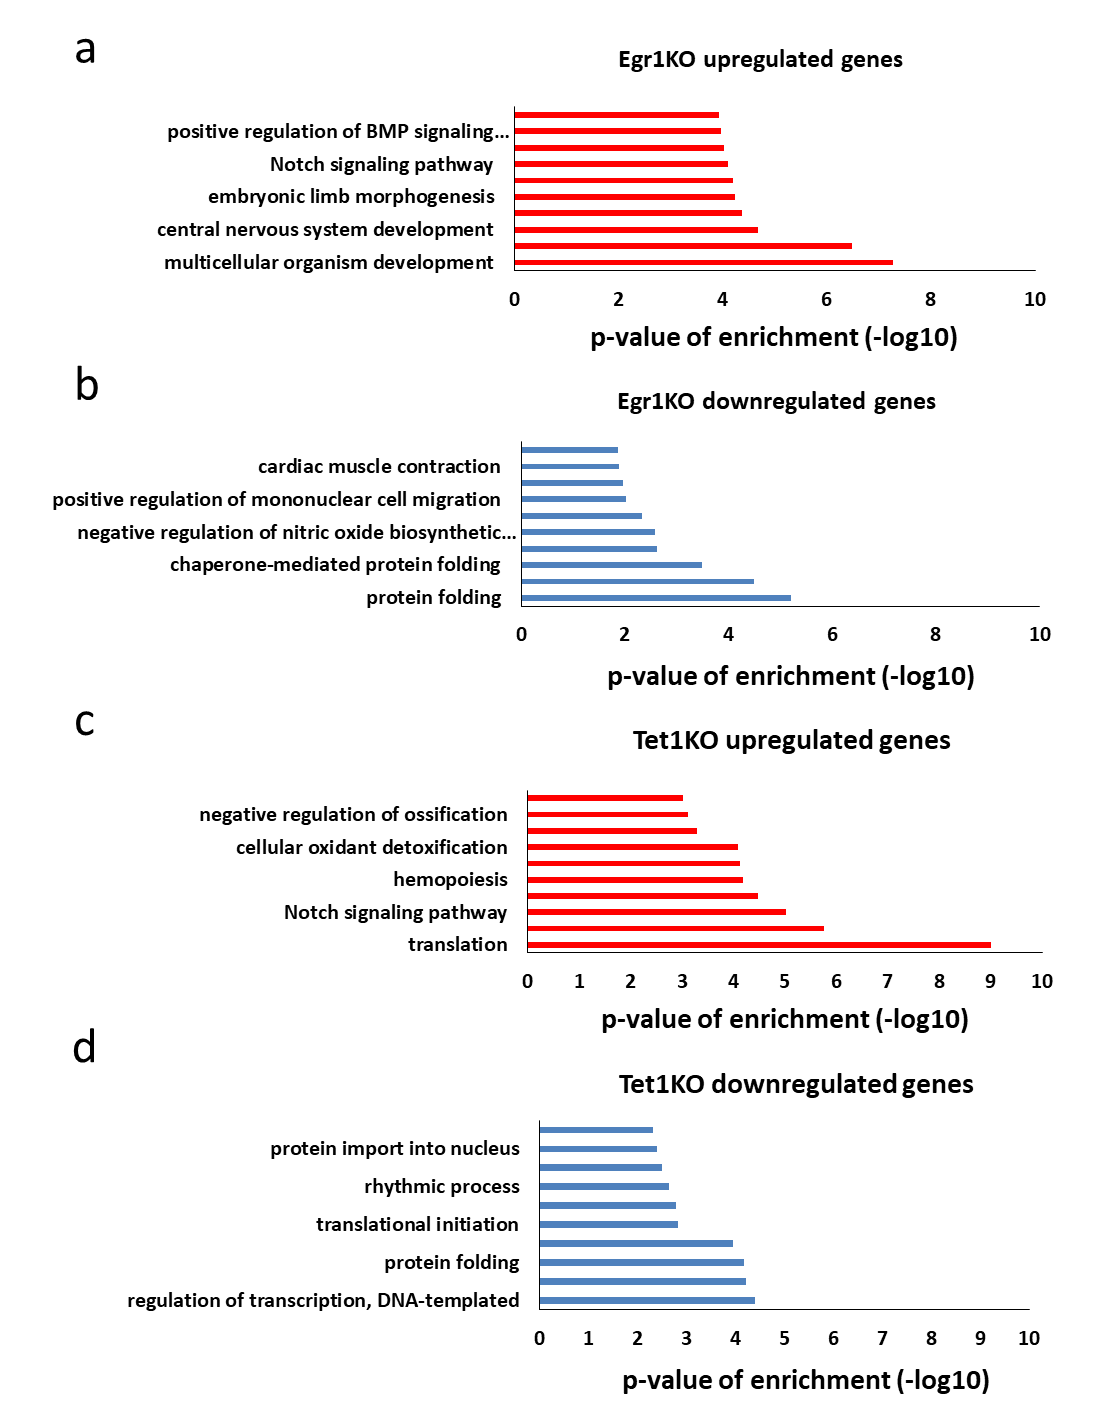
**

**Supplementary Figure 19. GO analysis of differentially expressed genes identified in Egr1KO or Tet1KO frontal cortices.** GO analysis of **(**a) upregulated genes in Egr1KO, (b) downregulated genes in Egr1KO, (c) upregulated genes in Tet1KO and (d) downregulated genes in Tet1KO.

**
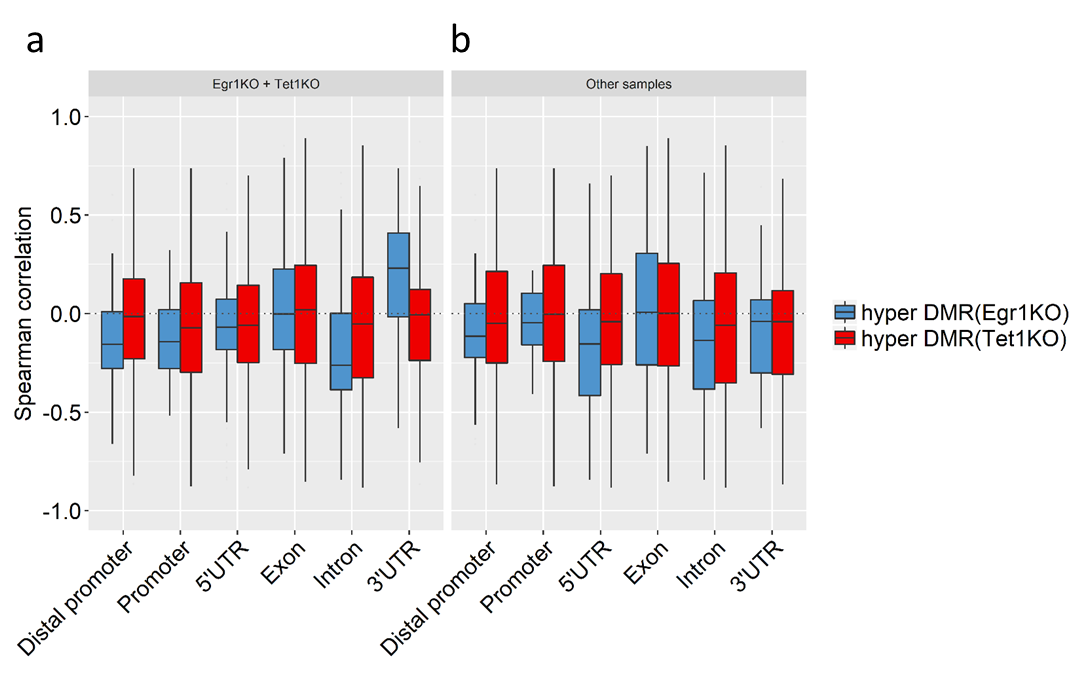
**

**Supplementary Figure 20. Spearman’s correlation between DMR methylation and adjacent gene expression.** (a) Correlations were calculated across genes overlapped with DMRs in Egr1KO mice and Tet1KO mice. (b) Correlations were calculated for genes overlapped with DMRs across 33 mouse brain samples with methylome and transcriptome data available (Supplementary Table 4). Blue and red color bars represent hypermethylated DMRs from Egr1KO mice and Tet1KO mice relative to 6 week old wild type mice, respectively.

**
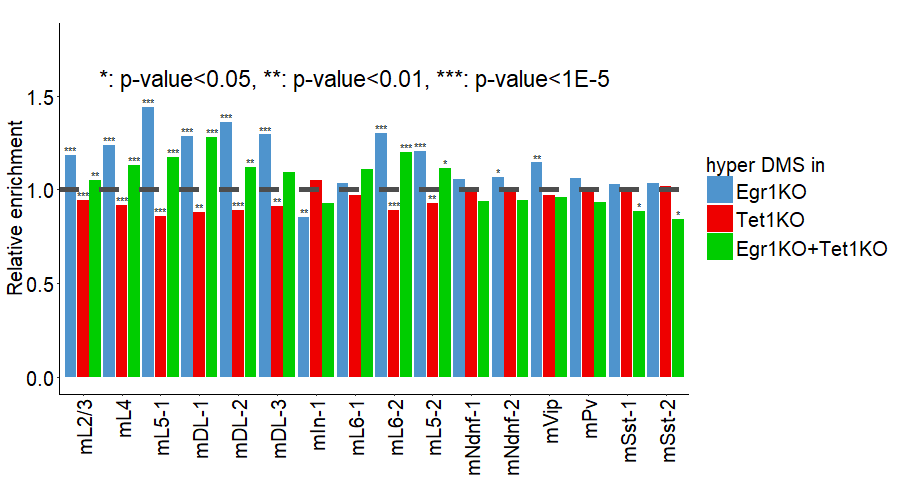
**

**Supplementary Figure 21. Relative enrichment of hypermethylated DMSs on neuron subtype specific DMRs.** Blue, red and green color represent the hypermethylated DMS from Egr1KO mice only, Tet1KO mice only, in both Egr1KO mice and Tet1KO mice, respectively. The neuron subtype specific DMRs were reported by Luo *et al* (Science, 2017). The enrichment significance was evaluated using Fisher Exact test across 16 neuron subtypes. Enrichment score denotes odds ratio and all hypermethylated DMSs were used as controls for three individual lists.

**
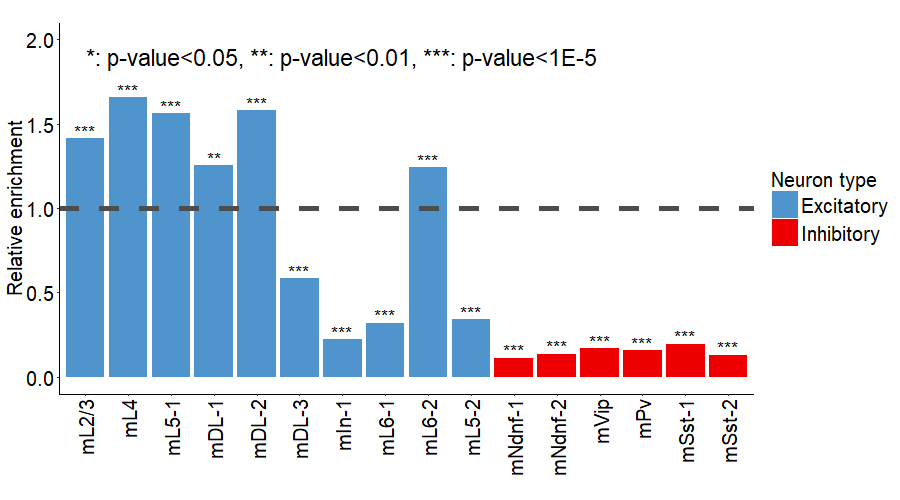
**

**Supplementary Figure 22. Relative enrichment of EGR1 binding sites on neuron subtype specific DMRs.** Blue color represents excitatory neuron subtypes and red color denotes inhibitory neuron subtypes. The significance of enrichment was evaluated by Fisher Exact test across 16 neuron subtypes. Enrichment score denote odds ratio and all 16 neuron subtypes together were used as controls for each individual neuron subtype.

**
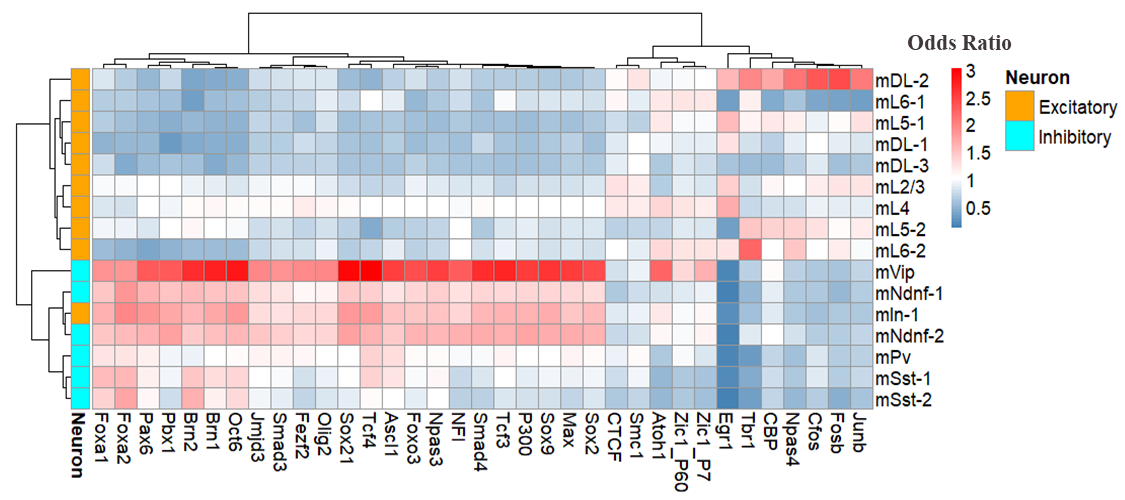
**

**Supplementary Figure 23. Clustering of TFs relatively enriched on neuron subtype specific DMRs.** Orange color in heatmap represents excitatory neuron subtypes and cyan color denotes inhibitory neuron subtypes. The significance of enrichment was evaluated by Fisher Exact test across 16 neuron subtypes. Enrichment score in each entity of matrix denote odds ratio and all 16 neuron subtypes together were used as controls for each individual neuron subtype.

# Supplementary material for: EGR1 recruits TET1 to shape the brain methylome during development and upon neuronal activity
**Source:** Nat Commun. 2019 Aug 29;10:3892. doi: 10.1038/s41467-019-11905-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: TF motif enrichment analyses for human and mouse brain co-methylated modules.

File Name: Supplementary Data 2

Description: GO enrichment analysis for genes with TSS flanking 10 kb of EGR1 peaks hypomethylated in neurons.

File Name: Supplementary Data 3

Description: Summary of TET1 ChIP-seq data.

File Name: Supplementary Data 4

Description: Statistics of RRBS and RNAseq data with annotations for differentially methylation regions and differentially expressed genes

File Name: Supplementary Data 5

Description: GO enrichment analyses for differentially expressed genes identified in Egr1KO or Tet1KO mice.

File Name: Supplementary Data 6

Description: Antibodies used for IP and western blot.

File Name: Supplementary Data 7

Description: Primer sets used in this study.

File Name: Supplementary Data 8

Description: Summary of brain “omics” data used in this study.

# Supplementary material for: EGR1 recruits TET1 to shape the brain methylome during development and upon neuronal activity
**Source:** Nat Commun. 2019 Aug 29;10:3892. doi: 10.1038/s41467-019-11905-3

**Source Data: The full and original western blots used for Figure 2 and Supplementary Figure 9.** The target bands were indicated with orange arrows. The corresponding uncropped blots for Fig. 2 and Supplementary Fig. 9 were in the green boxes. “M” represents protein Marker.

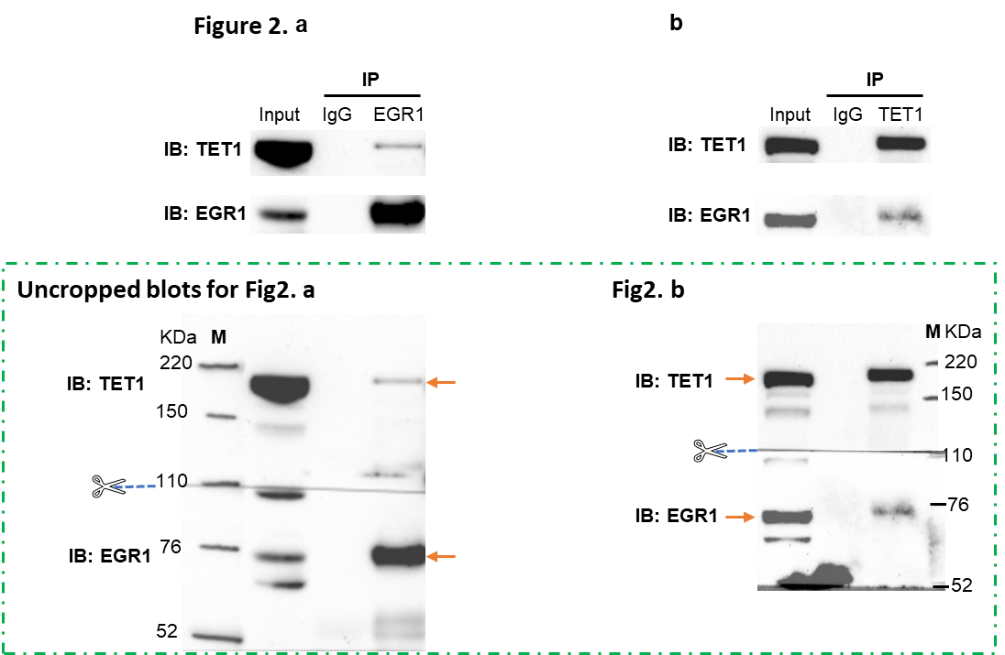

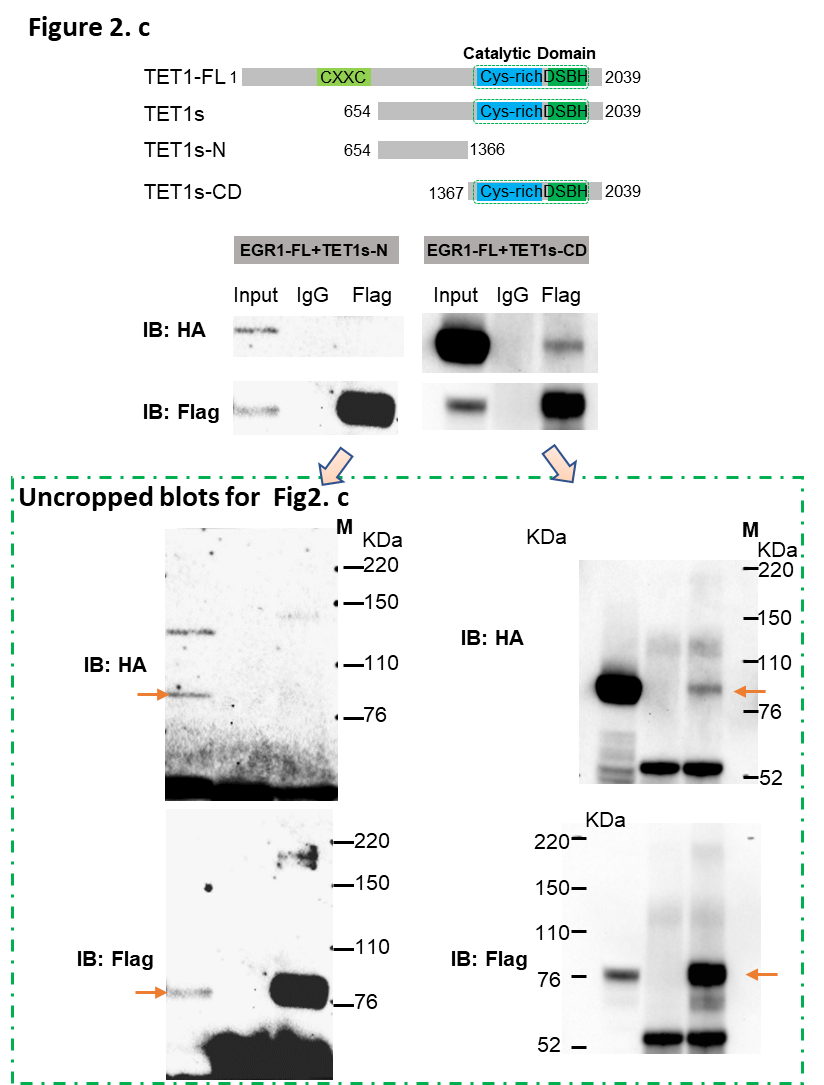

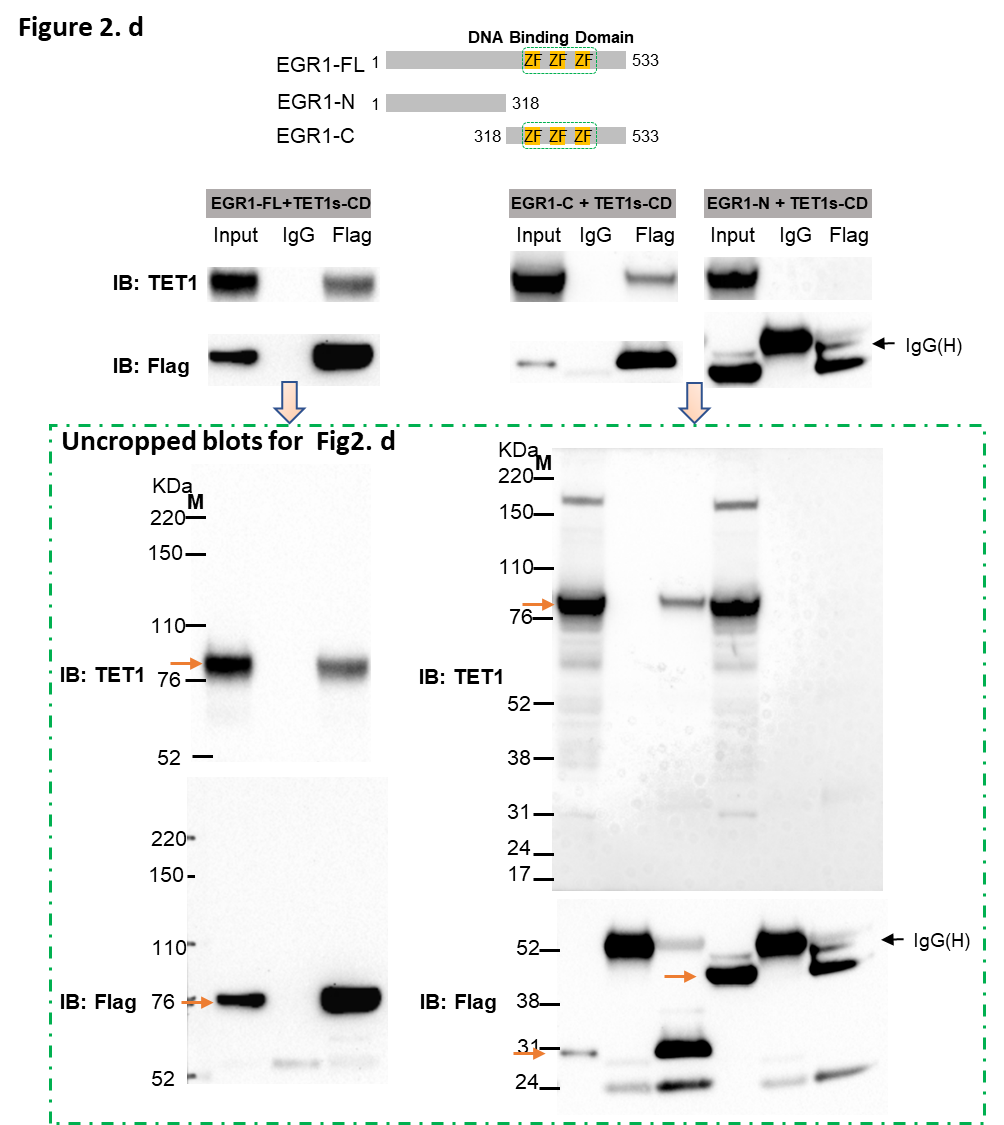

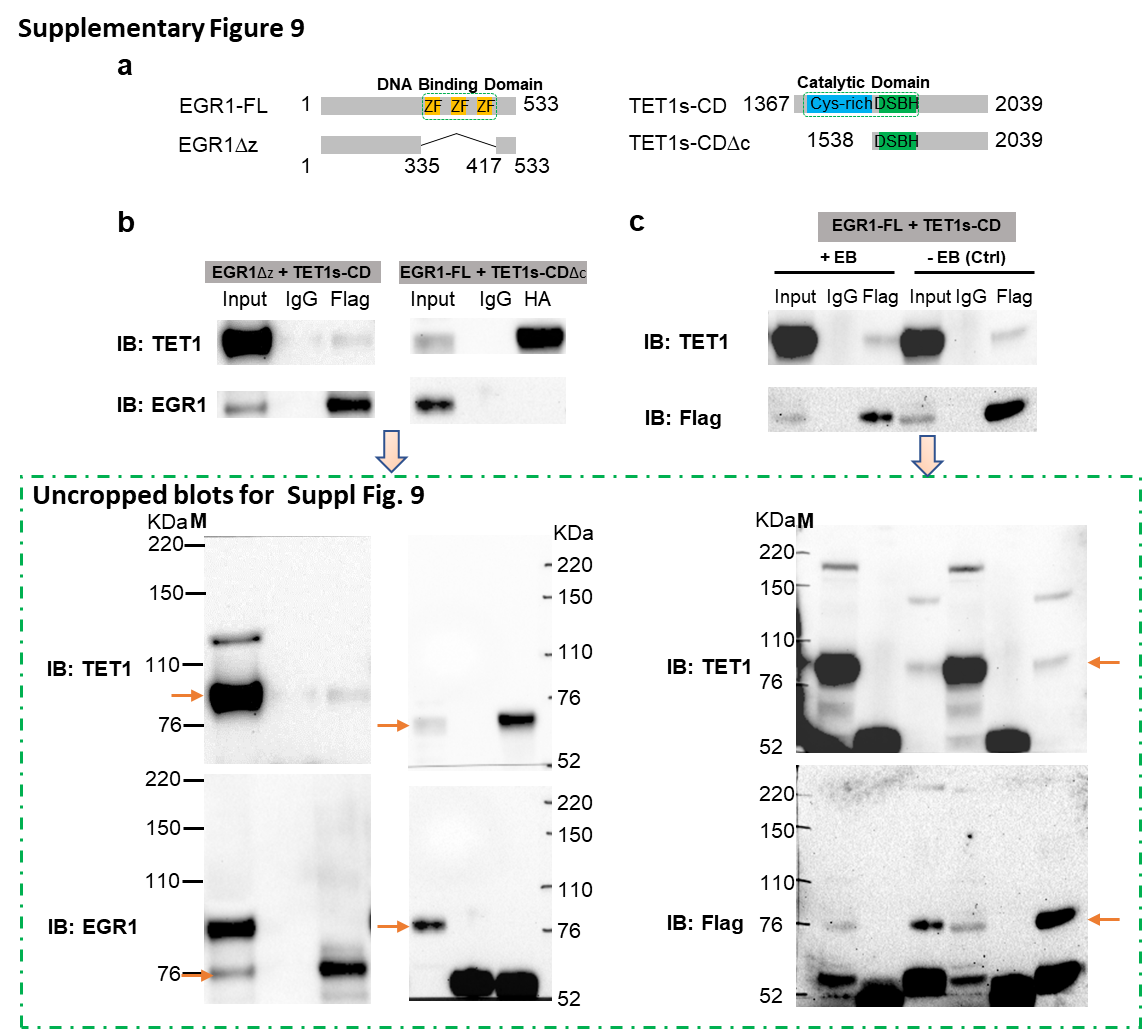

**Supplement:** Supplementary file 12 — Source Data

How the deposited data were processed for this re-analysis (not part of the article)

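EGR1 binding was measured by ChIP-seq in frontal cortices of male mice at 6 weeks, with 2 ChIP experiments of 4 to 5 mice each. The authors trimmed the reads, mapped them to mm10 with Bowtie, called peaks per replicate with SPP and compared the replicates by the IDR framework. The deposited values are the positions of the peaks that passed an IDR of 2% in the merged replicates, and the IDR of each peak, which is read like a q-value. No signal, read count or single-replicate peak list was in the files analysed here, and the input DNA had no processed file. The depth per peak is therefore unknown, no replicate could be left out, and the precision given is that of shares over peaks, as 95% Wilson intervals.

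TET1 peaks of WT and Egr1KO cortices, DMRs of Egr1KO and Tet1KO mice, enriched gene lists and primers were taken from the paper's supplementary data. The DMR table was shortened, so only the 7 chromosomes given in full were used, and a table of differentially expressed genes was not used.

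Positions were read as in BED files, since the authors do not state how they are counted, and compared with the GRCm38.p6 sequence and GENCODE release M21. Peaks on scaffolds (76) were left out of the sequence results, because the sequence names of the scaffolds could not be matched with certainty. Peak centres were assigned to promoters (2 kb upstream of a TSS), 5′UTRs, 3′UTRs, other exons, introns and intergenic sequence, in that order. Shares were compared with 1000 random placements (10000 for DMRs) of the intervals on the same chromosomes outside assembly gaps, with a 2-sided p of which 0.002 and 2.00e-04 are the smallest values possible. The motif GCGKGGGCG was compared with a shuffle of each peak that keeps its dinucleotide counts by an exact McNemar test, and CpG ratios with the mean of the windows 5 kb to each side by an exact sign test. Fisher's exact test was used for overlaps of TET1 peaks and for DMRs shifted by 10 kb. The copy number of a sequence was the number of times the 31-bp word at the middle of a peak occurs on either strand of the assembled chromosomes, or of the whole assembly for a scaffold.

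The genes named were chosen before the peak list was opened. They are the genes of the ChIP-qPCR primers, Egr1, the Tet genes and Nr3c1, the genes of the term for regulation of ion transmembrane transport, and the genes nearest to the 5 peaks with the lowest IDR. Alternatives for each result, such as another annotation filter, distance, control or subset of peaks, were also set then, and those added later are named as such in the closing part.

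The scripts used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, and samtools 1.23.1, with a random seed of 1. They were tested on simulated data first. All 200 shuffles kept their dinucleotide counts, the motif state of 400 of 400 simulated sequences and the overlaps of 300 of 300 intervals were recovered, and 8 of 200 simulations without enrichment gave a placement p (permutation test) under 0.05. The E-value of the motif, the histone marks, the methylomes and the transcriptomes were not analysed here.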

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

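The paper's TET1 peaks were flagged because most lie on a chromosome that the paper does not discuss. Of the 1450 WT peaks, 1006 (69.4%) are on chromosome Y, as are 571 of the 855 Egr1KO peaks (66.8%), while the EGR1 list has 0 peaks there. A candidate explanation is reads that map to many copies of a sequence. It predicts, as written before the test, that the sequence at the middle of these peaks occurs more than once. The middle 31-bp word was repeated in the assembled chromosomes for 91.3% of the WT peaks on chromosome Y, with a median of 93 copies, so multi-copy sequence remains a candidate. It is not particular to chromosome Y, since 86.2% of the WT TET1 peaks on other assembled chromosomes were repeated too, against 1.0% of EGR1 peaks. The share at random positions of chromosome Y was not computed, so whether the TET1 peaks there exceed it is unknown. No biological explanation for their location was tested.

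The EGR1 peaks on an unplaced scaffold were flagged because their density stands out and the paper does not discuss them. The scaffold is 114452 bp long and holds 71 peaks, or 62.0 per 100 kb against 0.44 on the assembled chromosomes, and the peaks cover 16.6% of it. The sequence for the scaffold was found through 3 of its 9 GENCODE exons that had the same coordinates on a contig of the reference, the only contig with such a match. The match is not certain, and the copy numbers below rest on it. The prediction written before the test was that multi-copy sequence would show as a repeated middle word in more than 50% of the peaks. The share was 50.7%, close to that mark, so multi-copy sequence could be part of the explanation. Copies were counted in the assembly only and for the middle word only. A word found once therefore does not rule out multi-copy sequence at a peak. No biological explanation was tested.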

How the results depend on the processing

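Over all results, 56 alternatives were computed, of which 41 left the call on the result the same, 1 made it weaker, 8 reversed its direction and 6 moved a value. The share of peaks in promoters or genes, the share near a TSS, the motif share, the CpG ratio, the peak count, the ChIP-qPCR loci and the Tet1KO DMR result kept their direction and stayed on the same side of their threshold, or for counts within 1.5 times the main count, under every alternative. Their values did move, as the motif share from 16.6% to 72.9% in the 200 peaks with the lowest IDR and 4.4% for GCGTGGGCG, the CpG ratio from 0.60 to 0.29 away from TSSs, the ChIP-qPCR loci from 6 to 8 and 4, and the Tet1KO DMR share from 6.5% to 2.3% with an overlap of at least 1 bp. For EGR1 overlap of TET1 peaks (odds ratio 0.91 for WT-only against shared), the direction reversed with chromosome Y left out (1.12) and with the 50% of EGR1 peaks with the lowest IDR (2.75), and no alternative gave a detectable difference. For TET1 peaks within 10 kb of an EGR1 peak (odds ratio 0.93 for WT against Egr1KO), it reversed with chromosome Y left out (1.02), with assembled autosomes only (1.13), with WT-only against Egr1KO-only peaks (3.38) and with a fold change of at least 3 (1.46). These rest on few peaks near EGR1, such as 1 of 109 Egr1KO-only peaks, and none gave a detectable difference.

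The same comparison reversed under a count chosen after seeing the data, with EGR1 peaks in place of TET1 peaks. The ratio of EGR1 peaks near WT only to those near Egr1KO only was 32.00 (exact McNemar test, p = 6.00e-17), and with the scaffolds left out 5.00 (exact McNemar test, p = 0.219). The test treats EGR1 peaks as independent, which neighbouring ones that share a TET1 peak are not, so the smaller p overstates the evidence. A wide TET1 peak counts once in the first unit and once per EGR1 peak in the second, which could explain why the units differ.

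The share of Egr1KO hypermethylated DMRs near EGR1 peaks (11.2%) no longer differed detectably when the same DMRs shifted by 10 kb were the control, 5.61% of which were near a peak (Fisher's exact test, p = 0.113). The shift keeps the gene-rich surroundings that random placement does not, which could explain the higher control, and only 12 of the 107 DMRs decide it. For both knockouts, neither control matched CpG density or the coverage of the bisulfite sequencing. The number of enriched-term genes near a peak moved from 358 to 226 with the 50% of EGR1 peaks with the lowest IDR, which has fewer peaks to be near.

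The other moved values were shares of single categories under settings added after seeing the data. The RefSeq annotation and counting 5′UTRs before promoters changed promoters from 48.1% to 36.6 and 37.7%, and 5′UTRs from 3.1% to 7.0 and 13.4%. RefSeq changed 3′UTRs from 1.3% to 1.0%. The files hold no replicate values or read depth, so how far any result depends on a replicate or on depth was not testable.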

Differences from the paper's values

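The number of WT TET1 peaks within 10 kb of an EGR1 peak was 46, against the paper's value of about 86 in Fig. 3e, read by eye. None of the alternatives set before the files arrived closed the gap, with values from 11 to 47. Counting EGR1 peaks in place of TET1 peaks, a setting chosen after seeing the values, gave 87. With the scaffolds also left out, which was likewise chosen after seeing the values, it gave 15. For Egr1KO, where the main count was 29 against the paper's about 25 in Fig. 3e, read by eye, the EGR1 count was 25.

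The share of EGR1 peaks in promoters was 48.1%, against the paper's about 31% in Fig. 1b, read by eye. The share in 5′UTRs was 3.1%, against the paper's about 19% in Fig. 1b, read by eye, and the share in 3′UTRs was 1.3%, against the paper's about 3.6% in Fig. 1b, read by eye. No alternative set before the files arrived was computed for single categories. Of the settings chosen after seeing the values, the RefSeq annotation gave 36.6% in promoters, 7.0% in 5′UTRs and 1.0% in 3′UTRs. Counting 5′UTRs before promoters, also chosen after seeing the values, gave 37.7, 13.4 and 1.3%. The promoter gap closed to within 1.5 times under both, the 5′UTR gap only under the second, and the 3′UTR gap under neither.

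The paper states that TET1 peaks move away from EGR1 peaks when Egr1 is lost. Counted by TET1 peak, 3.17% of WT and 3.39% of Egr1KO peaks were within 10 kb of an EGR1 peak. The paper's direction appeared in the count of EGR1 peaks, in the reversed alternatives above and over TET1 peaks with a single-copy middle word (odds ratio 1.98, Fisher's exact test, p = 0.383).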

Other observations

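The genes and alternatives were chosen before the processed files arrived, except where stated. Of the predictions tested here and for the flagged results, 4 were made only after the result was seen, and they are marked as such.

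The 61 EGR1 peaks at WT-only TET1 peaks against 8 at shared ones come largely from scaffolds. With unplaced scaffolds left out, 3 EGR1 peaks remained at WT-only and 7 at shared TET1 peaks, a prediction written after the scaffold positions had been seen. In the same way, 87 EGR1 peaks lay within 10 kb of a WT TET1 centre and 25 of an Egr1KO one, and with unplaced scaffolds left out 15 and 11, which was not a detectable difference (exact McNemar test, p = 0.219, prediction also written after). A hypothesis is that both contrasts may rest on a few wide WT TET1 peaks of the scaffold, 4 of which hold 56 EGR1 peaks. These 4 WT peaks had fold changes of 2.21 to 2.29, closer to the authors' cutoff for calling peaks than the shared WT peaks there, at 3.07 to 3.65. The Egr1KO peaks on this scaffold had lower fold changes than those shared WT peaks, 2.53 to 2.95. Over all shared TET1 peaks the medians went the other way, 3.43 in Egr1KO and 2.93 in WT. Lower fold changes in Egr1KO were thus not limited to the part of the scaffold that holds most EGR1 peaks. Why Egr1KO has no TET1 peak on the first 57730 bp there, whether from EGR1 loss, copy number, strain or depth, was not tested. Beyond the fold change of each called peak, the TET1 signal is not in the files analysed here.

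Before the tests it was also predicted how chromosome Y and multi-copy sequence would act if WT-only TET1 peaks overlapped EGR1 more often than shared ones, or if more WT than Egr1KO TET1 peaks lay near EGR1. Neither pattern was present when TET1 peaks were counted (odds ratios 0.91 and 0.93), so these tests decide nothing. For overlap, the odds ratio was 1.12 with chromosome Y left out and 0.74 over TET1 peaks with a single-copy middle word (Fisher's exact test, p = 1 for each). For the 10-kb distance it was 1.02 with chromosome Y left out (Fisher's exact test, p = 1) and 1.98 over the 138 WT and 79 Egr1KO single-copy peaks (Fisher's exact test, p = 0.383).

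EGR1 peaks more than 2 kb from every TSS held the AP-1 site TGASTCA, where S is C or G, in 8.1% of 4340 peaks and 4.5% of their shuffles, a ratio of 1.81 (exact McNemar test, p = 1.60e-12). Peaks within 2 kb of a TSS held it in 2.8% against 2.0% (exact McNemar test, p = 0.00112), and the odds ratio of holding the site, near against far, was 0.32 (Fisher's exact test, p = 3.37e-38). That test, written before, compares how often the site occurs and not its enrichment, and the shuffles differ in the same direction. A test of the enrichment itself, added after these values were seen, compared the pairs with the site only in the peak or only in the shuffle, 207 and 145 near TSSs against 330 and 172 away from them (odds ratio 0.74, Fisher's exact test, p = 0.0439). This rests on 1 shuffle per peak and is close to the threshold, so whether the enrichment differs between near and far peaks is left open. The surrounding sequence was tested with windows 5 kb away, where the distal peaks held the site 1.68 times as often as the mean of both flanks (4.8%). The test written before seeing this result, a sign test of each peak against the mean of its flanks, gave no detectable difference (exact sign test, p = 0.253, with 352 higher in the peak and 384 in the flanks). That test was badly chosen, because either of 2 flanks can hold a site against 1 peak, so it favours the flanks. A test with 1 flank at a time was therefore added after its result was seen, and the site was more frequent in peaks than in the left flank (5.1%, exact McNemar test, p = 1.04e-08) and the right flank (4.6%, exact McNemar test, p = 3.38e-11). The planned test leaves the surrounding sequence open as an explanation and the later one speaks against it. A hypothesis is that some distal EGR1 peaks may be regions bound by AP-1 factors in these cortices. No biological explanation was tested, because the peak list has a single condition.

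Peaks with a lower IDR held GCGKGGGCG more often, 32.7% in the lowest 25% of IDR against 7.5% in the highest (odds ratio 5.97, Fisher's exact test, p = 6.76e-138). Promoter location, which also goes with low IDR, was tested by keeping only peaks more than 2 kb from every TSS, a prediction written before. There the shares were 18.8% and 3.9% (odds ratio 5.79, Fisher's exact test, p = 1.27e-25), so promoter location alone could not account for the relation. No test of base composition, peak width or depth was run. Over all peaks cut by IDR into 10 groups, the group with the lowest IDR was narrower, with a median of 182.0 bp and 46.6% holding the motif. The group with the highest IDR had a median of 255.0 bp and 6.3%. These values argue against wider peaks, with more sequence to hold a motif, as the explanation. The median CpG ratio also fell, from 0.81 in the group with the lowest IDR to 0.39 in that with the highest. The motif holds CpGs, so base composition remains open as an explanation.

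The motif lies mostly to the left of the peak centre. The median offset was -12 bp for the 1057 motifs on the plus strand and -23 bp for the 1061 on the minus strand, within 100 bp of the centre, and 65.0 and 78.4% of them were on the left. The prediction written before splitting by strand was that a shift of the interval coordinates gives medians of the same sign on both strands, which is what was seen, so such a shift may be part of the deposited positions. The medians also differ by strand, which a shift alone does not give.

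Among the other genes named by rule, Egr1 itself has 3 EGR1 peaks within 10 kb of a TSS, Tet2 has 3, Tet3 has 5, Nr3c1 has 2 and Tet1 has 0, its nearest peak being 11465 bp from a TSS. The 5 peaks with the lowest IDR all hold the motif and are nearest to Dynlt1b, Fbxo21, Shcbp1l, Grin1 and Rapgef6, with an IDR of 3.59e-09 at Dynlt1b and distances to the TSS of 34 bp there and 23 bp at Grin1.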
